# CCL22-Producing Resident Macrophages Enhance T Cell Response in Sjögren's Syndrome

**DOI:** 10.3389/fimmu.2018.02594

**Published:** 2018-11-08

**Authors:** Aya Ushio, Rieko Arakaki, Kunihiro Otsuka, Akiko Yamada, Takaaki Tsunematsu, Yasusei Kudo, Keiko Aota, Masayuki Azuma, Naozumi Ishimaru

**Keywords:** autoimmunity, tissue-resident macrophage, chemokine, salivary gland, Sjögren's syndrome, T cell response

## Abstract

Macrophages (MΦs) are critical regulators of immune response and serve as a link between innate and acquired immunity. The precise mechanism of involvement of tissue-resident MΦs in the pathogenesis of autoimmune diseases is not clear. Here, using a murine model for Sjögren's syndrome (SS), we investigated the role of tissue-resident MΦs in the onset and development of autoimmunity. Two unique populations of CD11b^high^ and CD11b^low^ resident MΦs were observed in the target tissue of the SS model. Comprehensive gene expression analysis of chemokines revealed effective production of CCL22 by the CD11b^high^ MΦs. CCL22 upregulated the migratory activity of CD4^+^ T cells by increasing CCR4, a receptor of CCL22, on T cells in the SS model. In addition, CCL22 enhanced IFN-γ production of T cells of the SS model, thereby suggesting that CCL22 may impair the local immune tolerance in the target organ of the SS model. Moreover, administration of anti-CCL22 antibody suppressed autoimmune lesions in the SS model. Finally, histopathological analysis revealed numerous CCL22-producing MΦs in the minor salivary gland tissue specimens of the SS patients. CCL22-producing tissue-resident MΦs may control autoimmune lesions by enhancing T cell response in the SS model. These results suggest that specific chemokines and their receptors may serve as novel therapeutic or diagnostic targets for SS.

## Introduction

Macrophages (MΦs) differentiate from bone marrow-derived monocytes or tissue-resident cells derived from yolk sac or fetal liver. These cells tend to exhibit distinct tissue-specific phenotypes, such as histiocytes in connective tissues, Kupffer cells in the liver, microglia in the central nervous system and various specialized macrophages in the alveolar, peritoneal, and synovial tissues (1, 2). Tissue-resident MΦs represent a vital component of the innate immunity system and function as phagocytic cells that engulf and digest cellular debris, foreign substances, microbes, and pathogens (3). They also secrete cytokines and chemokines that modulate the activities of other immune cells in inflammatory lesions (3). Besides phagocytosis and immune signaling, in conjunction with DCs, MΦs present antigens to T cells: this acts as a link between innate and acquired immunity (3). MΦs also contribute to the recovery or remodeling of injured tissues via promotion of angiogenesis or fibrosis (4, 5). However, the multilateral roles of tissue-resident MΦs in various inflammatory disorders are unclear.

Classically activated (M1) MΦs produce pro-inflammatory cytokines, such as interleukin (IL)-1β, interferon (IFN)-γ, and tumor necrosis factor (TNF)-α (1, 6). Alternatively activated (M2) MΦs produce anti-inflammatory cytokines, such as IL-10 and IL-4, with a specific profile that depends on the M2 MΦ subset (M2a, b, and c) (1, 7). MΦs are involved in inflammatory tissue damage associated with autoimmune response (8). In addition, MΦs also support tissue repair and restoration of immune homeostasis (9, 10). Thus, MΦs play a key role in various physiological and pathological responses as classically activated MΦs, wound-healing MΦs, and regulatory MΦs. Although tissue-resident MΦs are also considered as immune cells and have a variety of functions, the precise role of tissue-resident MΦs in autoimmune response is obscure.

Sjögren's syndrome (SS) is a chronic autoimmune disease that affects exocrine glands, such as salivary and lacrimal glands; SS also causes systemic autoimmune lesions (11, 12). A variety of mononuclear cell populations that infiltrate the salivary gland tissues were observed in patients with SS (13, 14). Among these, infiltration of T cells, B cells, DCs, and MΦs is correlated with lesion severity (15). SS is triggered by T cell-mediated autoimmune response; however, other immune cells also contribute to the onset or development of SS, including MΦs (16–18). MΦs are observed in the autoimmune lesions of salivary gland tissues of patients with SS (19). Moreover, elevated expression of MΦ-derived molecules, such as chitinase-3-like protein 1 and chitinase 1, is associated with increased severity of SS lesions, thereby indicating the involvement of MΦ in the pathogenesis of SS (20). Furthermore, several chemokines secreted from MΦs in the salivary glands of patients and animal models with SS contribute to the onset or development of SS (21, 22). However, the molecular or cellular mechanism of the pathogenesis of SS through the tissue-resident MΦs in the target organ has not been defined.

Here, using a mouse model of SS, we investigated the association of resident MΦs in the target organs of SS with the onset and development of autoimmune lesions. In particular, we evaluated the precise contribution of MΦs to T cell response in a SS model and patients with SS. The findings of the current study may help us comprehend a novel pathogenic mechanism of autoimmunity and may also help establish potential new treatments for autoimmunity.

## Materials and methods

### Mice

Female NFS/N mice carrying the mutant *sld* were bred and maintained in a specific pathogen-free mouse colony in the animal facility at Tokushima University (Tokushima, Japan). Neonatal thymectomy was performed on day 3 after birth to generate the SS model mice. Control mice used in this study were sham (non)-thymectomized NFS/*sld* mice that exhibit no inflammatory lesions in the salivary and lacrimal glands. In addition, we confirmed that the phenotypes and functions of immune cells of control mice showed no abnormality, compared with those of age- and sex-matched C57BL/6 mice. This study was conducted according to the Fundamental Guidelines for Proper Conduct of Animal Experiment and Related Activities in Academic Research Institutions under the jurisdiction of the Ministry of Education, Culture, Sports, Science and Technology of Japan. The protocol was approved by the Committee on Animal Experiments of Tokushima University and Biological Safety Research Center, Japan (Permit Number: T-27-7). All experiments were performed after administration of anesthesia, and all efforts were made to minimize suffering.

### Cell isolation

For the isolation of MΦ from the salivary gland, bilateral whole salivary gland lobes were minced into 1–3 mm pieces and were digested with collagenase (1 mg/mL, Wako), hyarulonidase (1 mg/mL, SIGMA-ALDRICH), and DNase (10 ng/mL, Roche) in Dulbecco's modified Eagle's medium (DMEM) containing 10% fetal calf serum at 37°C for 40 min using gentleMACS Dissociators (Miltenyi Biotec). Subsequently, mononuclear cells were enriched using a Histopaque-1083 (Merck) from a single-cell suspension of salivary gland tissue. Mononuclear cells were labeled with anti-CD45.2, F4/80, CD11b, CD3, and CD19 antibodies (eBioscience); subsequently, CD11b^high^ F4/80^+^ MΦs and CD11b^low^ F4/80^+^ MΦs were isolated using a cell sorter (JSAN JR Swift, Bay Bioscience). Splenocytes and cervical lymph node (cLN) cells were homogenated in DMEM containing 2% FBS using gentleMACS Dissociators (Miltenyi Biotec). Using 0.83% ammonium chloride, red blood cells were removed from the spleen cells. Splenic CD4^+^ T cells were obtained by negative selection using the EasySep mouse CD4^+^ T cell Isolation Kit (STEMCELL Technologies). Flow cytometric analysis showed that CD4^+^ cells accounted for >90% of the isolated cells. In addition, the viability of the isolated cells was checked by cell counter (CYTORECON, GE Healthcare) using trypan blue staining. The cell number was determined as the total absolute number of lymphocytes per each organ by cell counter (CYTORECON) using trypan blue staining; subsequently, the proportion of the suspended cells was analyzed by flow cytometry. The absolute number of T cells or macrophages was calculated using the data pertaining to total cell number and the proportion. As for the salivary gland, we used bilateral lobes to determine the cell number and the proportion of immune cells. As for splenocytes and cervical lymph node cells, the whole spleen and bilateral cervical lymph nodes per mouse were used to determine the cell number and the proportion.

### Flow cytometric analysis

Immune cells were stained using antibodies against FITC-conjugated anti-mouse CD206 (BioLegend, C068C2) and CD11c (eBioscience, N418) mAbs, PE-conjugated anti-mouse MHC class II (Miltenyi Biotec, REA478), CD86 (BD Bioscience, GL1), CD204 (eBioscience, M204PA), CCR2, CX3CR1, CCR4 (BioLegend, SA203G11, SA011F11, and 2G12), PE-Cy5.5-conjugated anti-mouse CD3 and CD19 (TONBO Biosciences, 145-2C11, and 6D5) and 7-Aminoactinomycin D (7-AAD) staining solution (TOMBO Biosciences), PE-Cy7-conjugated anti-mouse CD11b (TONBO Biosciences, M1/70), APC-conjugated anti-mouse F4/80 and CD36 (BioLegend, BM8 and HM36), and APC-Cy7-conjugated anti-mouse CD45.2 (TOMBO, 104) mAbs. For detecting intracellular CCL22 expression, rabbit anti-CCL22/MDC (abcam, rabbit monoclonal IgG, EPR1362) Ab, and Alexa Fluor 568 goat anti-rabbit IgG (Invitrogen) were used. A FACScant flow cytometer (BD Biosciences) was used to identify the cell populations according to expression profile. Viable cells were checked by gating on side scatter (SSC)/forward scatter (FSC), FSC-H/FSC-A, 7AAD, CD45.2, and CD4. We used 5 × 10^5^ cells as a sample for the analysis. Data were analyzed using the FlowJo FACS Analysis software (Tree Star Inc.).

### Phagocytosis assay

Phagocytosis was assessed for using the Phagocytosis Assay Kit (IgG FITC, Cayman Chemical). Mononuclear cells from the salivary glands provided as previously described were cultured in DMEM containing 10% FBS at 37°C and were washed with PBS 24 h later to remove unbounded cells. Adherent cells were incubated with the opsonized beads for 2 h at 37°C or at 4°C for controls; this was followed by washing with PBS. The phagocytic activity of F4/80^+^ CD11b^high^ and F4/80^+^ CD11b^low^ MΦs was analyzed using flow cytometry.

### RNA extraction

Total RNA was isolated from the purified macrophages and cultured cells using the RNeasy Plus Mini Kit (Qiagen) with a gDNA eliminator column treatment step. Total RNA was extracted from the salivary glands, lung, spleen, and liver tissues using Isogen (FUJIFILM Wako Pure Chemical). Total RNA was then reverse-transcribed into cDNA using the PrimeScript II reverse transcriptase (Takara Bio Inc).

### Quantitative reverse transcription-polymerase chain reaction (qRT-PCR)

Expression levels of mRNAs encoding CCL22, CCR4, IFN-γ, IL-4, IL-17, and β-actin were determined using a 7300 real time PCR system (Applied Biosystems) with TB Green Premix Ex Taq II (Takara Bio). PCR was performed followed by 40 cycles for 10s at 95°C and for 15 s at 60°C. The primer sequences used were as follows: CCL22: forward, 5′-TCATGGCTACCCTGCGTGTC-3′, and reverse, 5′-CCTTCACTAAACGTGGCAGAG-3′, CCR4: forward, 5′-GGCTACTACGCCGCCGAC-3′, and reverse, 5′-TACCAAAACAGCATGATGCC-3′, IFN-γ: forward, 5′-AGCGGCTGACTGAACTCAGATTGTA-3′, and reverse, 5′-GTCACAGTTTTCAGCTGTATAGGG-3′, IL-4: forward, 5′-TCTCATGGAGCTGCAGAGACTCT-3′, and reverse, 5′-TCCAGGAAGTCTTTCAGTGATGTG-3′, IL-17: forward, 5′-AGTGTTTCCTCTACCCAGCAC-3′, and reverse, 5′-GAAAACCGCCACCGCTTAC-3′, β-actin: forward, 5′-GTGGGCCGCTCTAGGCACCA-3′, and reverse, 5′-CGGTTGGCCTTAGGGTTCAGGGGG-3′. Relative mRNA expression of each transcript was normalized against β-actin mRNA.

### Histological analysis

Salivary gland tissues were fixed with 10% phosphate-buffered formaldehyde (pH 7.2), and were prepared for histological examination. Sections (4 μm) were stained with hematoxylin and eosin (H&E).

### Immunohistochemistry

Tissue sections (6 μm) were deparaffinized in xylenes and were rehydrated by passage through serial dilutions of ethanol in distilled water. Heat-induced antigen retrieval was performed in Immunoactive (Matsunami Glass Ind. Ltd) with microwave thrice for 5 min. Anti-mouse F4/80 antibody (eBioscience), anti-human CCL22 (abcam), and anti-mouse CCL22 (abcam) antibody were applied to the sections; the sections were then incubated overnight at 4°C. After washing with PBS, the sections were incubated with biotinylated second antibody and horseradish peroxidase (HRP)-conjugated streptavidin solution (DAKO). HRP reacted with the 3,3′-diaminobenzidine (DAB) substrate using the Histofine DAB substrate kit (Nichirei Biosciences Inc.). The sections were counterstained with hematoxylin.

### Confocal analysis

Frozen sections (6 μm) of salivary gland tissues were fixed with cold acetone, blocked with 10% goat serum (DAKO), and then stained with a rabbit monoclonal antibody against CCL22/MDC (abcam), FITC-conjugated anti-mouse F4/80 (BioRad), rat monoclonal antibody against anti-EpCAM (eBioscience, G8.8), anti-CD3 (eBioscience, 1.45-2C11), anti-CD19 (eBioscience, eBio1D3), and biotinylated anti-CD11c (Biolegend, N418) antibodies. After washing with PBS, Alexa Fluor 568-conjugated anti-rabbit IgG (Invitrogen) and Alexa Fluor 488-conjugated anti-fluorescein Green goat IgG fraction (Invitrogen), or Alexa Fluor 488-conjugated anti-rat IgG (Invitrogen), or Alexa Fluor 488-conjugated streptavidin (Invitrogen) were used as secondary antibodies. Nuclear DNA was stained with 4′,6-Diamdino-2-phenylindole dihydrochloride (DAPI) (Invitrogen). In addition, the paraffin-embedded sections from SS patients and controls were stained with anti-CD68 (DAKO, Klon EBM11), anti-Keratin (DAKO, AE1/AE3), anti-CD3 (DAKO, F7.2.38), anti-CD19 (DAKO, LE-CD19), anti-S100 (abcam, 4C4.9), and anti-CCL22 Abs (abcam). The sections were examined using a PASCAL confocal laser-scanning microscope (LSM: Carl Zeiss) at 400 × magnification. LSM image browser version 3.5 (Carl Zeiss) was used for image acquisition.

### Gene-expression analysis with PCR array

Chemokine-related gene expression of sorted CD11b^low^ and CD11b^high^ sMΦs were analyzed using PCR array. Total RNA was reverse-transcribed to cDNAs using the RT^2^ First Strand Kit (Qiagen). The cDNA was applied to RT2 Profiler PCR array (PAMM-022ZE-1) plates to detect the expression of genes related to chemokines. Real-time PCR reactions were performed on a 7900HT Real-Time PCR System. (Applied Biosystems). Raw data were extracted and analyzed according to the Qiagen RT^2^ Profiler PCR Array Data Analysis web portal. Gene expression levels were calculated using the ΔΔCt method; the relative gene expression levels were normalized using four house-keeping genes (*Actb, B2m, Gapdh*, and *Gusb*).

### Chemotactic migration assay and *in vitro* culture of CD4^+^ T cell with CCL22

Splenic CD4^+^ T cell were cultured for 5 days in RPMI 1640 containing 10% FBS with Dynabeads mouse T-activator CD3/CD28 (Invitrogen) at bead/cells ratio of 1:1 and 30 U/mL of rIL-2 (eBioscience). After serum starvation in RPMI 1640 medium for 3 h, splenic CD4^+^ T cells were seeded (1.0 × 10^6^ cells in 400 μL) in Millicell Culture Plates Inserts (5.0-μm pore size, Merck Millipore). 600 μl of RPMI 1640 containing 0.1% BSA containing CCL22 (200 ng/mL; R&D Systems Inc.) was added to the lower chamber. The cells were cultured for 3 h at 37°C and then the numbers of migrated cells were counted by cell counter (CYTORECON, GE Healthcare UK).

CD4^+^ T cells purified from the spleen, cLNs, and salivary glands in SS model mice were cultured with CCL22 for 6 h. Then the mRNA of the T cells was purified for analysis of cytokine gene expression.

### Analysis of intracellular cytokine expression

CD4^+^ T cells (1 × 10^6^/well) isolated form spleen of control and SS model mice, or T cells (2 × 10^5^/well) isolated form salivary gland tissues of SS model mice were stimulated with Dynabeads mouse T-activator CD3/CD28 (Invitrogen) at bead/cell ratio of 1:4 and CCL22 (200 ng/mL) for 48 h, and were then cultured with phorbol myristate acetate (PMA; 50 ng/mL, Sigma-Aldrich, St. Louis, MO) and ionomycin (IM; 1 μg/mL, Sigma-Aldrich) in the presence of Brefeldin A (eBioscience) for the last 6 h. After washing, cells were stained with an anti-CD4 mAb, fixed in fixation/permeabilization solution (eBioscience); permeabilized in permeabilization buffer (eBioscience); and stained with anti-IFN-γ (eBioscience, XMC1.2), IL-4 (TONBO, 11B11), and IL-17A (eBioscience, TC11-18H10.1).

### Analysis of cytokine levels

CD4^+^ T cells isolated from salivary gland tissues of SS model mice were cultured with or without CCL22 (200 ng/mL) in the presence of Dynabeads mouse T-activator CD3/CD28 (Invitrogen) at bead/cell ratio of 1:4 for 48 h and subsequently cultured with PMA (50 ng/mL, Sigma-Aldrich) and IM (1 μg/mL, Sigma-Aldrich) for the last 6 h. Cytokine levels, including IFN-γ, IL-4, and IL-17, in the supernatant were measured using a Cytokine 20-Plex Mouse Panel Luminex assay kit (Invitrogen) according to the manufacturer's instructions.

### Administration of anti-CCL22 antibody

Four μg of goat anti-CCL22 polyclonal Ab (R&D System) or control polyclonal goat IgG Ab (Santa Cruz Biotechnology, sc-3887) was intravenously injected into the SS model mice aged 8 weeks on alternate days for 2 weeks. The mice were examined at 10 weeks of age.

### Human subjects

This study was approved by the Institutional Review Board of the Tokushima University Hospital, Japan (No. 2802). All patients with SS were diagnosed according the criteria for diagnosis of SS by the Japanese Ministry of Health and the American College of Rheumatology. Labial salivary gland (LSG) samples were obtained from patients with SS and controls. The degree of lymphocytic infiltration in the specimens was determined using a modification of the system originally introduced by Greenspan (23). The results are classified into five grades in a blind manner by three pathologists: Grade 0 = the absence of lymphocytes and plasma cells per 4 mm^2^ in LSGs, Grade 1 = mild infiltration of lymphocytes and plasma cells per 4 mm^2^ in LSGs, Grade 2 = a moderate infiltration or less than one focus per 4 mm^2^ in LSGs, Grade 3 = a single focus per 4 mm^2^ in LSGs, and Grade 4 = more than one focus per 4 mm^2^ in LSGs. One focus refers to an aggregate of ≧50 mononuclear cells, including lymphocytes, histiocytes, and plasma cells around the ductal structure. Five to seven samples per group were used for analysis. Control samples were collected from non-inflamed tissues of patients with mucous cyst or other oral disorders.

### Statistical analysis

Differences between individual groups were determined using two-tailed Student's *t*-test or between more than two groups using one-way ANOVA with Turkey's multiple comparison post-test. *p* < 0.05 was considered statistically significant. Power calculations were performed before the beginning of the experiments to determine the sample size for experiments using human samples or animals. Data are presented as mean ± standard error of mean (SEM).

### Data availability

The PCR array data are available from the Gene Expression Omnibus database under accession number GSE110816.

## Results

### MΦs in the salivary gland of the SS model mouse

We have established a mouse model of SS wherein NFS/*sld* mice are thymectomized on day 3 after birth (24, 25). The autoimmune lesions in the salivary and lacrimal glands are observed from 6 weeks of age (24). The main subset of immune cells infiltrated in the target organ of the SS model mice at 6 weeks of age is CD4^+^ T cells; small populations of CD8^+^ T cells, B cells, macrophages (MΦs), and dendritic cells are also observed (26). The proportion of infiltrated immune cells in the target organ changes with age. At 8 weeks of age, the autoimmune lesions are observed in almost 100% of the SS model mice (24). Female mice exhibit faster onset of disease and more severe inflammatory lesions compared with male mice. In addition, autoantibodies such as anti-SSA, anti-SSB, and anti-α-fodrin were detected in the SS model (24, 25). We compared the distribution of MΦs in the salivary glands (sMΦs) of control and SS model mice. Immunohistochemical analysis revealed sporadic F4/80^+^ MΦs around ductal, acinar cells and small vessels in the control mice (Figure 1A). By contrast, many F4/80^+^ MΦs were observed surrounding the autoimmune lesions in the SS model mice at 8 weeks of age (Figure 1A).

**Figure 1:**
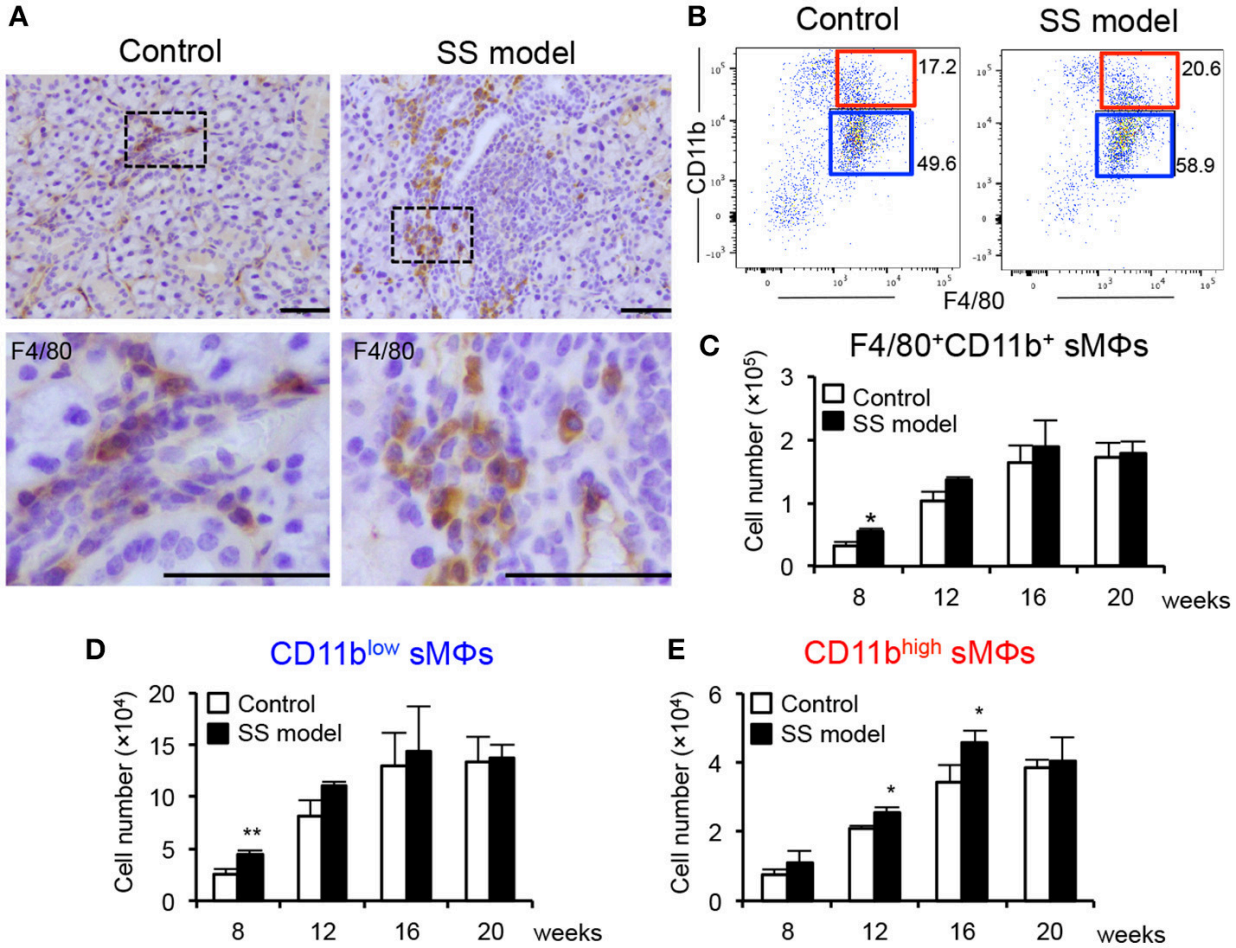
Salivary gland macrophages (sMΦs) of the SS model mice. **(A)** Immunohistochemical analysis of F4/80^+^ macrophages in the salivary gland sections obtained from the controls and SS models at 8 weeks of age. Photos are representative of 5 mice in each group. Scale bar: 50 μm **(B)** CD11b^high^ and CD11b^low^ F4/80^+^ sMΦs in the controls and SS models. **(C)** Total number of F4/80^+^ sMϕs in the controls and SS models from 8 to 20 weeks of age. Bilateral whole salivary gland lobes per mouse were minced and enzymatically digested. Mononuclear cells were enriched using a Histopaque-1083. Cell number was determined by cell counter using trypan blue staining and flow cytometer with antibodies for specific markers. **(D)** Number of CD11b^low^ F4/80^+^ sMΦs in the controls and SS models from 8 to 20 weeks of age. **p < 0.005 by Student's *t*-test. **(E)** CD11b^high^ F4/80^+^ sMΦs in the controls and SS models from 8 to 20 weeks of age. Data are presented as the mean ± SEM. *p < 0.05 by Student's *t*-test. *n* = 5–10 **(C–E)**.

Next, the surface markers on sMΦs were analyzed using flow cytometry. CD45.2^+^ CD3^−^ CD19^−^-gated monocytes (Supplemental Figure 1) were examined for CD11b and F4/80 expression (Figure 1B). Two subsets that displayed CD11b^high^ F4/80^+^ and CD11b^low^ F4/80^+^ MΦs were detected in the salivary glands (Figure 1B). These two subsets were evaluated using control and SS model mice from 8 to 20 weeks of age. At 8 weeks of age, the number of F4/80^+^ CD11b^+^ sMΦs in the SS model mice was significantly higher than that in control mice (Figure 1C). Although the cell numbers in both the control and SS model mice increased with age, there was no difference in the number between control and SS model from 12 to 20 weeks of age (Figure 1C). At 8 weeks of age, the number of CD11b^low^ F4/80^+^ sMΦs in the SS model mice was significantly higher than that in the control mice; however, no changes were observed between the control and SS model mice from 12 to 20 weeks of age (Figure 1D). In contrast, the number of CD11b^high^ F4/80^+^ sMΦs in the SS model mice aged between 12 and 16 weeks was significantly higher than that in the control mice (Figure 1E). At 20 weeks, there was no difference in the number of CD11b^high^ F4/80^+^ sMΦs between control and SS model mice (Figure 1E). These findings indicate the existence of CD11b^high^ and CD11b^low^ F4/80^+^ sMΦ subsets; these two subsets may play a role in the onset or development of autoimmune lesions in the target organs of SS model mice.

### Phenotype and function of two MΦ subsets in salivary glands

To define the difference between the cell surface phenotypes of the two subsets in the salivary glands, key MΦ markers were analyzed using flow cytometry. No significant differences were observed between the control and SS model mice at 12 weeks of age with respect to any of the markers of two subsets (Figure 2A). Among M1 MΦ markers, including CCR2, MHC class II, CD11c, and CD86, the expressions of MHC class II, CD11c, and CD86 on CD11b^high^ F4/80^+^ sMΦs were higher than those on CD11b^low^ F4/80^+^ sMΦs (Figure 2A). The expression pattern of CCR2 and CX3CR1 expression on CD11b^high^ F4/80^+^ sMΦs suggested that a fraction of these cells carried the chemokine receptor including CCR2 or CX3CR1, whereas the other fraction did not (Figures 2A,B). Expression of CD206 (a M2 and tissue-resident MΦ marker) on CD11b^high^F4/80^+^ sMΦs was enhanced compared with that on CD11b^low^F4/80^+^ sMΦs (Figure 2B). In addition, the expressions of CD204 and CD36 (scavenger receptors) on CD11b^high^ F4/80^+^ sMΦs in the SS model were higher than the control mice (Figure 2B). These findings indicate that CD11b^low^ F4/80^+^ sMΦs are M1-like MΦ whereas CD11b^high^ F4/80^+^ sMΦs are similar to the phenotype of M2-like and tissue resident-like MΦs. However, it is possible that the sMΦs may differentiate into the phenotype or function independent of their differentiation into M1 and M2 MΦs.

**Figure 2:**
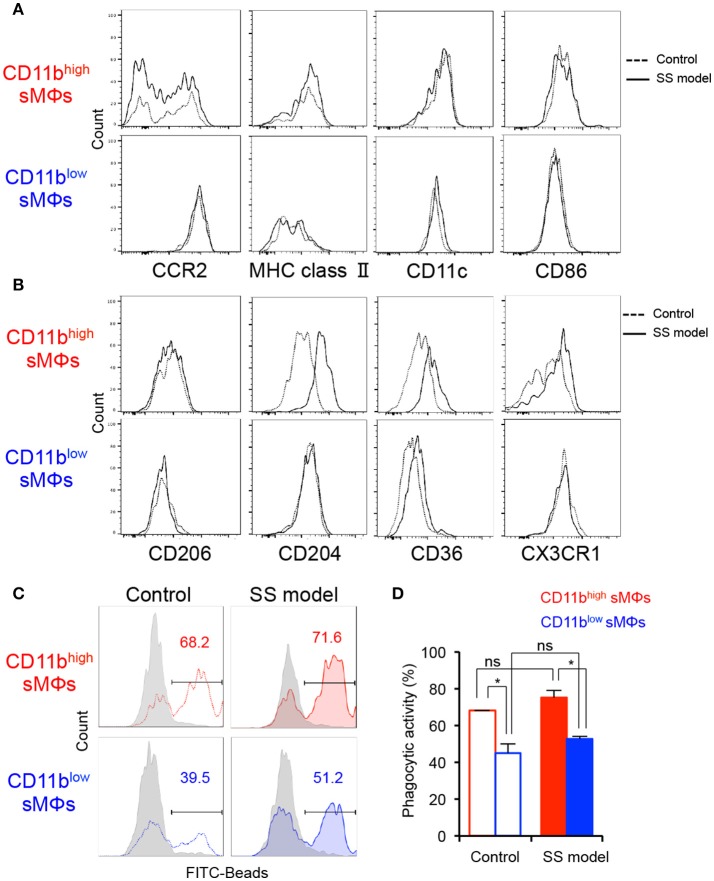
Phenotypes and functionality of tissue-resident MΦs in salivary glands of controls and SS models. **(A,B)** Key surface markers on CD11b^high^ and CD11b^low^ sMΦs of control and SS model mice were detected using flow cytometry. Data are representative of 5 mice in each group at 12 weeks of age. **(C)** Phagocytic activity of CD11b^high^ and CD11b^low^ sMΦs of control and SS model mice at 12 weeks of age was determined by *in vitro* assay with FITC-conjugated beads. Data are representative of three independent experiments. Gray shadow: 4°C culture. **(D)** Phagocytic activity is shown as mean ± SEM. *n* = 4–6 per group. *p < 0.05 by Student's *t*-test.

To evaluate the *in vitro* phagocytic activity of the two subsets, sMΦs of the control and SS model mice were analyzed using FITC-labeled latex beads. With respect to the phagocytic activity of CD11^high^ F4/80^+^ sMΦs, no significant differences were observed between the control and SS model mice (Figures 2C,D). There was no difference in the phagocytic activity of CD11b^low^ F4/80^+^ sMΦs between the SS model and control mice (Figures 2C,D). Contrarily, in both control and SS model mice, the phagocytic activity of CD11^high^ F4/80^+^ sMΦs was significantly higher than that of the CD11b^low^ F4/80^+^ sMΦs (Figures 2C,D). These findings indicate that the two subsets of MΦs in the salivary gland are functionally distinct.

### Chemokine expression of CD11b^high^ F4/80^+^ sMΦs in the SS model mice

Next, to define the role of the two subsets of sMΦs in the formation of autoimmune lesions, we focused on chemokine gene expression of sMΦs of the SS model mice. 

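sMΦs of the SS model mice were sorted at 12 weeks of age into CD11b high and CD11b low cells, and their mRNA was measured on a PCR-array with 84 genes of chemokines, chemokine receptors and related molecules, 5 reference genes and 7 control wells. *Itgam*, which encodes CD11b, was read at 1.31 times the mean of the reference genes in the sample labelled CD11b high and at 1.81 times in the sample labelled CD11b low, a ratio of 0.724. With each of the 4 reference genes alone, this ratio lay between 0.607 and 0.807, and with *Hsp90ab1* alone, which the methods do not name, it was 1.04. The cells were sorted by antibody for CD11b protein, which the mRNA need not follow, and the labels were kept. Of the 84 genes, 58 were measured in the CD11b high sample and 49 in the CD11b low sample, and 19, among them *Ccr4*, *Ccr7*, *Cxcr4* and *Il1b*, were measured in neither.
Each well amplifies 1 mRNA by quantitative PCR, and the threshold cycle (Ct) is 1 cycle earlier for each doubling of template. The deposited values are each well's Ct minus the mean Ct of *Actb, B2m, Gapdh, Gusb* and *Hsp90ab1*, with late readings already set to a ceiling, which lies at 16.4 cycles after that mean in the CD11b high sample and at 16.3 cycles in the CD11b low sample. Folds were computed by the ΔΔCt method against the mean of *Actb, B2m, Gapdh* and *Gusb*, the 4 house-keeping genes of the methods, and a level is given relative to that mean. A fold is a value for the 42 genes measured in both samples and a bound, written as at least, for the 16 genes at the ceiling in the CD11b low sample only and the 7 at the ceiling in the CD11b high sample only. The difference in Ct between the samples had an SD of 0.177 cycles over the 4 reference genes, which covers the normalization only. All 4 lie in the last 32 wells of the plate. Their SD therefore does not cover an offset between these wells and the first 64, which stays open. Each value is given under the gene that the deposited table assigns to its well. That assignment is in doubt, and the sources used here do not settle it. In the CD11b high sample 6 neighbouring wells read alike except for 1 at the ceiling. *B2m* was read 91.1 times lower there than *Gusb*, and *Itgam* 8079 times higher than *Itgb2*, its partner chain. The values come from 1 sample per group, so no difference between the groups has a replicate error or a test. The labels give 4 mice per group and the paper describes the array data as representative of 3 independent experiments, and whether RNA was pooled is not given in the sources used here. The source name of the CD11b low sample reads control. It was taken as the denominator of the comparison and not as a control mouse.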

Using PCR-array, we comprehensively compared chemokine mRNA gene expression between CD11b^high^ and CD11b^low^ F4/80^+^ sMΦs in the SS model mice (Figure 3A). Relative to that of CD11b^low^ sMΦs, over 50-fold increase was observed in the mRNA expression of CD11b^high^ sMΦs; this increase was observed in several genes, such as *CCL7, CXCL2, CCL6, CCL8, CXCL13*, and *CCL22* (Figure 3B). Among these, *CCL22* mRNA expression level of CD11b^high^ sMΦs was over 150-times higher than that of CD11b^low^ sMΦs (Figure 3B). In addition, quantitative RT-PCR assay revealed that *CCL22* mRNA level was significantly higher in salivary gland tissues of the SS model mice than of the control mice (Figure 3C). Moreover, the *CCL22* mRNA level was also significantly higher in lung tissues of the SS model mice than of the control mice (Figure 3C). In addition, intracellular flow cytometric analysis revealed significantly higher expression of CCL22 in the sMΦs in the SS model mice than in the control mice (Figure 3D). Furthermore, CD11b^high^ F4/80^+^ but not CD11b^low^ F4/80^+^ sMΦs strongly expressed CCL22 in the SS model mice (Figure 3E). Moreover, CCL22-producing F4/80^+^ sMΦs were observed in the SS model mice by confocal microscopic analysis (Figure 3F). By contrast, confocal microscopic analysis indicated that EpCAM^+^ epithelial cells, CD3^+^ T cells, CD19^+^ B cells, and CD11c^+^ DCs did not express CCL22 (Figure 3G). 

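mRNA of 10 genes was over 50-fold higher in the CD11b high sample than in the CD11b low sample. All 10 lie in wells A01 to E10, where 29 of 41 genes with a fold or a bound were at least 5-fold higher. For them an offset of this part of the plate and a difference between the cells cannot be told apart. Among the chemokines that attract monocytes, *Ccl8* was at least 91.6-fold higher and *Ccl7* was 55.1-fold higher, with a *Ccl7* level of 0.0365 in the CD11b high sample and 0.000661 in the CD11b low sample. *Ccl6*, a macrophage CC chemokine, was 86.8-fold higher, the neutrophil attractant *Cxcl2* 72.7-fold and the B cell attractant *Cxcl13* 53.6-fold. Besides these and *Ccl22*, the fold was 285 for *Ackr2*, a scavenging receptor of inflammatory CC chemokines, 119 for *Cmtm2a*, 60.7 for the eotaxin receptor *Ccr3* and at least 52.3 for *Cmtm5*. In the CD11b low sample *Cxcl2*, *Ackr2*, *Cmtm2a* and *Ccr3* were read within 2 cycles of the ceiling. With a ceiling 3 cycles lower, *Ccl8* was at least 11.5-fold higher, *Cxcl2* at least 14.5-fold, *Ackr2* at least 49.8-fold, *Cmtm2a* at least 54.2-fold, *Ccr3* at least 20.3-fold and *Cmtm5* at least 6.54-fold.
All 16 genes of Figure 3B were at least 5-fold higher in the CD11b high sample, with a median of 37.9-fold, bounds included, and the smallest fold, 5.53, for *Ccl2*. The figure draws on the same array, with a bar of about 60 for *Ccl7* against 59.2 in the authors' deposited folds. These folds are therefore no separate support for it. Of the 16 genes, *Cx3cl1, Cxcl5, Cxcl12, Cxcl15* and *Ccl25* also stand on the list of markers of epithelium, endothelium and stroma. The number of genes over 50-fold was 6 with a base of 1.9 per cycle in place of 2, 3 with a ceiling 3 cycles lower and 1 when the samples were centred on the median of the genes measured in both. Of the 16 genes of Figure 3B, 15 were at least 5-fold higher with *B2m* alone as reference or with the lower base, where *Ccl2* fell short, and 12 with the lower ceiling (median 15.9-fold) or with the centring (8.12-fold).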

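*Ccl22*, a ligand of CCR4 on T cells, had an mRNA level of 0.00225 relative to the reference genes in the CD11b high sample, 7.35 cycles under the ceiling. In the CD11b low sample it was at the ceiling, which corresponds to a level of at most 1.62e-05 unless that well failed, which was not tested. The fold was therefore at least 139, and the bound lay between 116 and 155 with each of the 4 reference genes alone. By its bound *Ccl22* ranked 2 among the 65 genes with a fold or a bound, after *Ackr2*, and its place above that bound is open. Its well lies in A01 to E10, so a loss of signal over that part of the plate stays open for *Ccl22* too, as does the assignment of genes to wells. *Ccl17*, the other CCR4 ligand of the array, was at least 7.05-fold higher in the CD11b high sample, and mRNA of *Ccr4* itself was at the ceiling in both samples. The *Ccl22* bound was 17.4 and its rank 14 with a ceiling 3 cycles lower, and the bound was 29.8 with centring on the median. With that lower ceiling the bound for *Ccl17* was 0.881, which leaves its direction open. From the *CCL22* measurements of Figure 3, of which this fold is the first, the paper proposes that sMΦs producing CCL22 take part in the pathogenesis of SS.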

Immunohistochemical analysis showed that interstitial cells such as fibroblasts, endothelial cells, and nerve cells did not also express CCL22 (Figure 3H). The results suggest that CCL22-producing sMΦs may play a potent role in the pathogenesis of SS.

**Figure 3:**
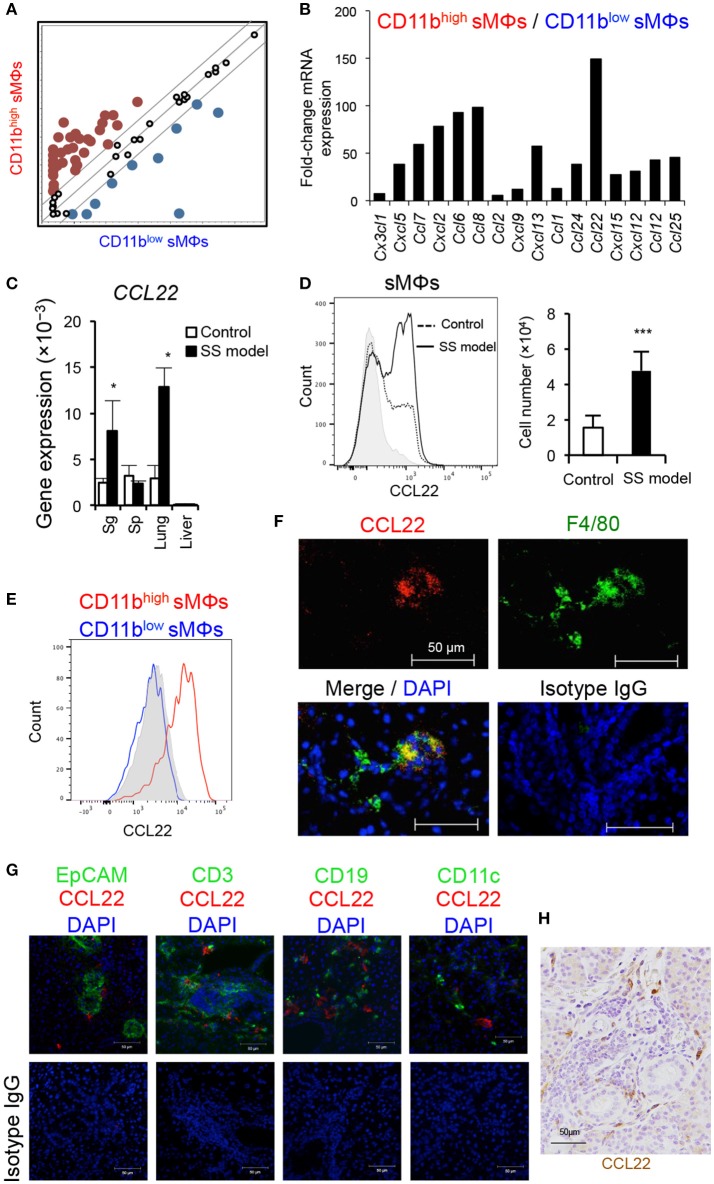
Comprehensive analysis of chemokine genes of sMΦs. **(A,B)** Chemokine mRNA expressions of isolated CD11b^high^ and CD11b^low^ sMΦs of the SS model mice at 12 weeks of age were analyzed using PCR-array. Up-and downregulated genes of CD11b^high^ sMΦs compared with CD11b^low^ sMΦs of the SS model mice. The lines indicate 5-fold change in the gene expression. Red dots are upregulated genes, and blue dots are downregulated genes. Data are representative of three independent experiments. **(C)** CCL22 mRNA expression levels of various tissues of the SS model and control mice at 12 weeks of age were determined using qRT-PCR. Data are presented as mean ± SEM. *p < 0.05 by Student's *t*-test. *n* = 5. **(D)** CCL22 expression of sMΦs in salivary glands of control and SS model mice (left). CCL22 positive cell number (right). Data are representative of five mice in each group and are presented as mean ± SEM. ***p < 0.0005 by Student's *t*-test. *n* = 5. Gray shadow is isotype control. **(E)** Comparison of CCL22 expression between CD11b^high^ and CD11b^low^ sMΦs of the SS model mice at 12 weeks of age. Data are representative of five mice. Gray shadow is isotype control. **(F)** CCL22-producing sMΦs of the SS model mice were detected by confocal microscopic analysis. Data are representative of five mice. **(G)** Confocal microscopic analysis of CCL22 expression of EpCAM^+^ epithelial cells, CD3^+^ T cells, CD19^+^ B cells, and CD11c^+^ DCs in the salivary gland tissues form SS model mice. Data are representative of three mice. Nuclei were stained with DAPI. **(H)** Immunohistochenical analysis of CCL22 expression using the salivary gland tissues from SS model mice. The result is representative of three mice. Nuclei were stained with hematoxylin.

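Of the 65 genes with a fold or a bound, 31 were at least 5-fold higher in the CD11b high sample, 9 were at least 5-fold lower and 25 reached neither limit, 11 of them with a bound that leaves the size of the difference open. On the higher side, *Tlr4*, the receptor of lipopolysaccharide, was 38.2-fold higher. The fractalkine receptor *Cx3cr1*, read 0.268 cycles under the ceiling in the CD11b low sample, was 33.5-fold higher, and at least 5.05-fold with a ceiling 3 cycles lower. *Cxcr3*, the receptor of chemokines induced by IFN-γ, was 27.0-fold higher and *Cxcr1* 12.6-fold. Of the 10 CC receptors reported, 7 were at the ceiling in both samples, *Ccr3* was over 5-fold higher, and *Ccr2*, the receptor of blood monocytes, was at least 4.08-fold higher, with no fold under that lower ceiling. Their median log2 fold was at least 2.03, at percentile 46.7 of 10000 random lists of the same size matched on the mean level, and at least -0.19 with centring on the median of the genes measured in both samples. Of 7 CXC, CX3C and XC receptors with a fold or a bound, 3 were at least 5-fold higher and 1 lower, with a median log2 fold of -0.06 (percentile 31.8). This median was 0.05 with all 5 reference genes, 0.46 with *Hsp90ab1* alone and 1.14 with a ceiling 3 cycles lower, so its sign is open. *Cxcr5* and *Cxcr6* in this list lie in a run of 6 neighbouring wells with close readings, and without them the median was 3.65. Of 5 atypical receptors, 3 were at least 5-fold higher and 1 lower, with a median of 4.34 (percentile 77.5), a value that became -0.35 over the members read at least 5 cycles under the ceiling in 1 sample and 4.63 without *Ackr1* and *Ackr3* of that run. With a ceiling 3 cycles lower, 1 of them (*Ackr2*) was at least 5-fold higher.
On the lower side, *Mapk14*, the p38 kinase, was 47.7-fold lower in the CD11b high sample, *Il4* 26.1-fold, the platelet chemokine *Pf4* 11.5-fold and *Ifng* 8.91-fold. The mucosal chemokine *Ccl28* was at least 12.7-fold lower. *Itgb2*, which encodes the CD18 chain that pairs with CD11b, was 6.94-fold lower, *Slit2* 6.39-fold and *Xcr1*, a receptor of cross-presenting dendritic cells, 5.05-fold, which was 4.70-fold with all 5 reference genes. With a ceiling 3 cycles lower *Pf4* was at least 3.04-fold lower and *Ccl28* at least 1.59-fold. Except for *Ccl28* and *Ackr1*, the genes named here as lower lie in the last 32 wells of the plate, where *Itgam* was read far above its partner *Itgb2*, and the assignment of genes to wells there is in doubt. *Ackr1*, the 9th of these genes, had a level of 0.135 in the CD11b low sample and was at the ceiling in the CD11b high sample, and its well lies in the same run of 6 wells. None of 7 cytokines was 5-fold higher and 2 were 5-fold lower, with a median log2 fold of -1.33 over the 6 with a fold or a bound (percentile 5.44). This median was -0.535 with a ceiling 3 cycles lower. It was also -0.535 over the members read at least 5 cycles under the ceiling in 1 sample. Toll-like receptors and integrins, with *Tlr4* higher and *Itgb2* lower among 4 genes, had a median of -0.98 (percentile 6.85). Both lists lie in the last part of the plate, where the median log2 fold over all genes was -1.02, and the random lists were not matched on the part of the plate. That centring shifted every log2 fold by -2.22, which leaves the direction of *Ccr2* open, and the counts then were 21 genes higher and 22 lower; the percentiles describe these 2 samples only.

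**Figure D1:**
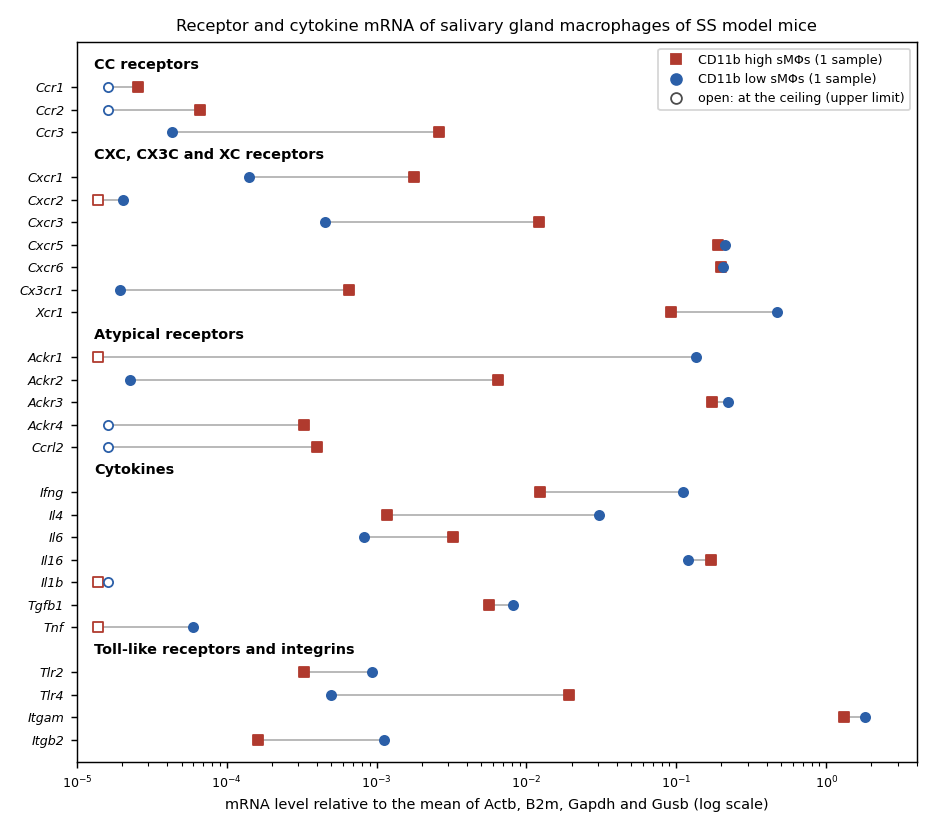
mRNA level of receptors and cytokines relative to the mean of Actb, B2m, Gapdh and Gusb (log axis) in CD11b high sMΦs (squares, 1 sample) and CD11b low sMΦs (circles, 1 sample); open symbols are readings at the ceiling and give an upper limit. Cx3cr1, Cxcr3 and Tlr4 lie farther right in CD11b high sMΦs and Ifng, Il4 and Xcr1 in CD11b low sMΦs, while Itgam stands at 1.31 and 1.81.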

### Contribution of CCL22 to migration and cytokine production of T cells

We evaluated the expression of CCR4 (a receptor of CCL22) in the lymphoid organs and the target organs of control and the SS model mice. The expression level of *CCR4* mRNA was significantly higher in the salivary glands of the SS model mice than of the control mice (Figure 4A). The expression in the salivary glands of SS model mice was considerably higher than that of the spleen (Sp), lung, and liver (Figure 4A). Furthermore, the expression of CCR4 on CD4^+^ T cells in spleen, cervical lymph node (cLN), and salivary glands was assessed using flow cytometry. The proportion of CCR4^+^ CD4^+^ T cells was significantly higher in the salivary glands than in the spleen and cLN of the SS model mice (Figure 4B). There was no significant difference in the proportion of CCR4^+^ CD4^+^ T cells between spleen and cLN in control mice (Figure 4B). We analyzed the mRNA expressions of the other chemokine receptors, such as *CXCR3A, CCR3*, and *CX3CR1* mRNA in the salivary gland tissues of control and SS model mice. *CXCR3A* mRNA expression in the salivary gland tissues from SS model mice was significantly higher than that in the salivary gland tissues from control mice (Supplemental Figure 2A). In addition to CXCR4, other chemokine receptors may affect the pathogenesis of SS. Next, an *in vitro* migration assay was performed using CD4^+^ T cells purified from spleen cells to evaluate the migratory activity of T cells toward CCL22. The migratory activity of CD4^+^ T cells purified from the spleen of the SS model mice was significantly higher than that of CD4^+^ T cells purified from the spleen of the control mice (Figure 4C, Supplemental Figure 2B). These findings indicate that T cell migration is controlled by CCL22 in the SS model mice.

**Figure 4:**
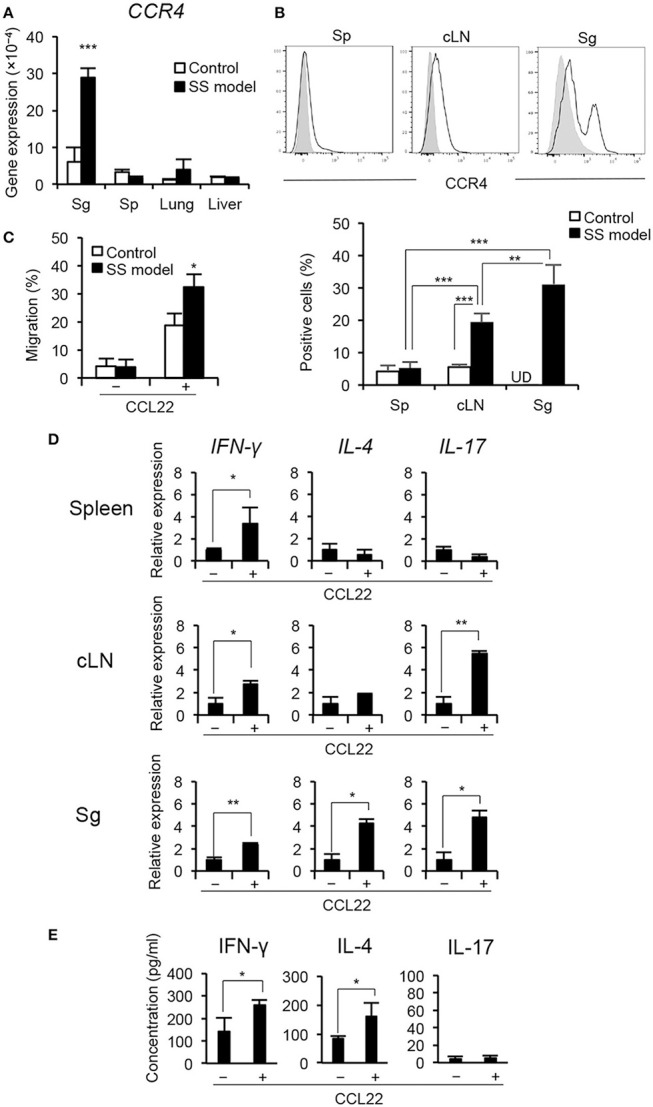
CCR4 expression on peripheral T cells and migratory activity of T cell by CCL22. **(A)** CCR4 mRNA expression levels in tissues were determined by qRT-PCR. Data are presented as mean ± SEM. n = 5. **(B)** CCR4 expression on CD4^+^ T cells purified form the spleen (Sp), cLN, and salivary glands (Sg) of SS model mice at 12 weeks of age was determined by flow cytometric analysis. Data are representative of five mice, and mean ± SEM of CCR4^+^ cells (%) of CD4^+^ T cells. Gray shadow is isotype control. **p < 0.005, ***p < 0.0005 by one-way ANOVA with Turkey's multiple comparison post-test. UD, undetermined. **(C)** Migratory activity of CD4^+^ T cells from SS model mice to CCL22 (200 ng/mL) was analyzed by *in vitro* migration assay using trans-well. Data are representative of three independent experiments. *p < 0.05 by Student's *t*-test. **(D)** CD4^+^ T cells purified from the spleen, cLNs, and salivary glands in SS model mice at 12 weeks of age were cultured with CCL22 for 6 h. The mRNA expressions of IFN-γ, IL-4, and IL-17 were detected by qRT-PCR. Data are presented as mean ± SEM relative to that without CCL22 and are representative of three independent experiments. *p < 0.05, **p < 0.005 by Student's *t*-test. **(E)** CD4^+^ T cells isolated from salivary gland tissues of SS model mice were cultured with or without CCL22 (200 ng/mL) in the presence of anti-CD3/CD28 mAb-beads for 48 h, and subsequently cultured with PMA (50 ng/mL) and iomomycin (IM) (1 μg/mL) for the last 6 h. Cytokine levels, including IFN-γ, IL-4, and IL-17, in the supernatant were measured using a Cytokine 20-Plex Mouse Panel Luminex assay kit. Data are expressed as the mean concentration pg/mL) ± SEM, n = 4 per group. *p < 0.05 by Student's *t*-test.

CCL22 also plays a key role in T cell differentiation in addition to T cell migratory activity (27). In this SS mouse model, Th1 cells that produce IFN-γ contribute to the pathogenesis of autoimmune lesions in the target organ (24) (Supplemental Figure 3A). Splenic CD4^+^ T cells from the control and SS model mice were cultured with CCL22 for 6 h; mRNA expression of cytokines, including *IFN-*γ, *IL-4*, and *IL-17*, was then determined by qRT-PCR. IFN-γ mRNA expression of CD4^+^ T cells purified from the spleen of the SS model mice was significantly enhanced in response to CCL22 (Figure 4D). *IL-17* mRNA of splenic CD4^+^ T cells in the control mice was significantly enhanced in response to CCL22, whereas no change was observed in *IFN-*γ and *IL-4* mRNA (Supplemental Figure 3B). Further, besides up-regulated *IFN-*γ mRNA, *IL-17* mRNA of CD4^+^ T cells from the cLN in the SS model mice was significantly increased in response to CCL22 (Figure 4D). Finally, mRNA expressions of all cytokines in CD4^+^ T cells obtained from the salivary glands of the SS model mice were significantly increased in response to CCL22 (Figure 4D). Moreover, to examine whether CCL22 influences the cytokine secretion by T cells, concentrations of IFN-γ, IL-4, and IL-17 were analyzed using the culture supernatant of anti-CD3/CD28-stimulated CD4^+^ T cells isolated from the salivary gland tissues of SS model mice. Concentrations of IFN-γ and IL-4 were significantly enhanced by CCL22, whereas no changes were observed in IL-17 level (Figure 4E). In addition, to examine the protein level of cytokine production by CCL22, intracellular expressions of IFN-γ, IL-4, and IL-17 in the presence of CCL22 were analyzed using anti-CD3/CD28-stimulated CD4^+^ T cells from spleen of control and SS model mice. IFN-γ expression in CD4^+^ T cells of SS model mice was significantly enhanced by CCL22, whereas there were no changes in IL-4 and IL-17 expressions (Supplemental Figures 3C,D). These findings indicate that CCL22 may disturb the regulation of IFN-γ production by T cells in the target organ.

### Therapeutic effect of anti-CCL22 antibody (Ab) administration on autoimmune lesions in the SS model

SS model mice were administered with anti-CCL22 Ab from 8 to 10 weeks of age to determine the effect of CCL22 inhibition on autoimmune lesions. Anti-CCL22 Ab (4 μg) was intravenously injected into a mouse on alternate days for 2 weeks (Figure 5A). After treatment with anti-CCL22 Ab, the number of F4/80^+^ CD11b^+^ total sMΦs in salivary glands of SS model mice was significantly decreased compared with that of SS model mice treated with control IgG (Figure 5B). Furthermore, the number of both macrophages, CD11b^high^ and CD11b^low^ F4/80^+^ sMΦs, in salivary glands of anti-CCL22-treated mice was significantly decreased compared with that of control IgG-treated SS model mice (Figure 5C), suggesting that other cells would be activated by secreting CCL22. Pathological examination revealed that when compared with the effect of isotype control Ab on SS model mice, anti-CCL22 Ab considerably suppressed the inflammatory lesions in the salivary glands of the SS model mice (Figure 5D). The number of lymphocytes infiltrated in the salivary gland tissue (/4 mm^2^) was significantly lower in the anti-CCL22 Ab-treated mice than in the control isotype antibody-treated mice (Figure 5E). In addition, flow cytometric analysis revealed that the number of CD4^+^ cells that had infiltrated in the salivary glands was significantly lower in the SS model mice injected with anti-CCL22 Ab was significantly decreased compared with that of SS model mice injected with isotype control Ab (Figures 5F,G). As for CD8^+^ T cells, the decrease of the proportion and the cell number was observed in anti-CCL22 Ab-treated mice (Figures 5F,G). These results suggest that CCL22-producing sMΦs may serve as a target for treating SS.

**Figure 5:**
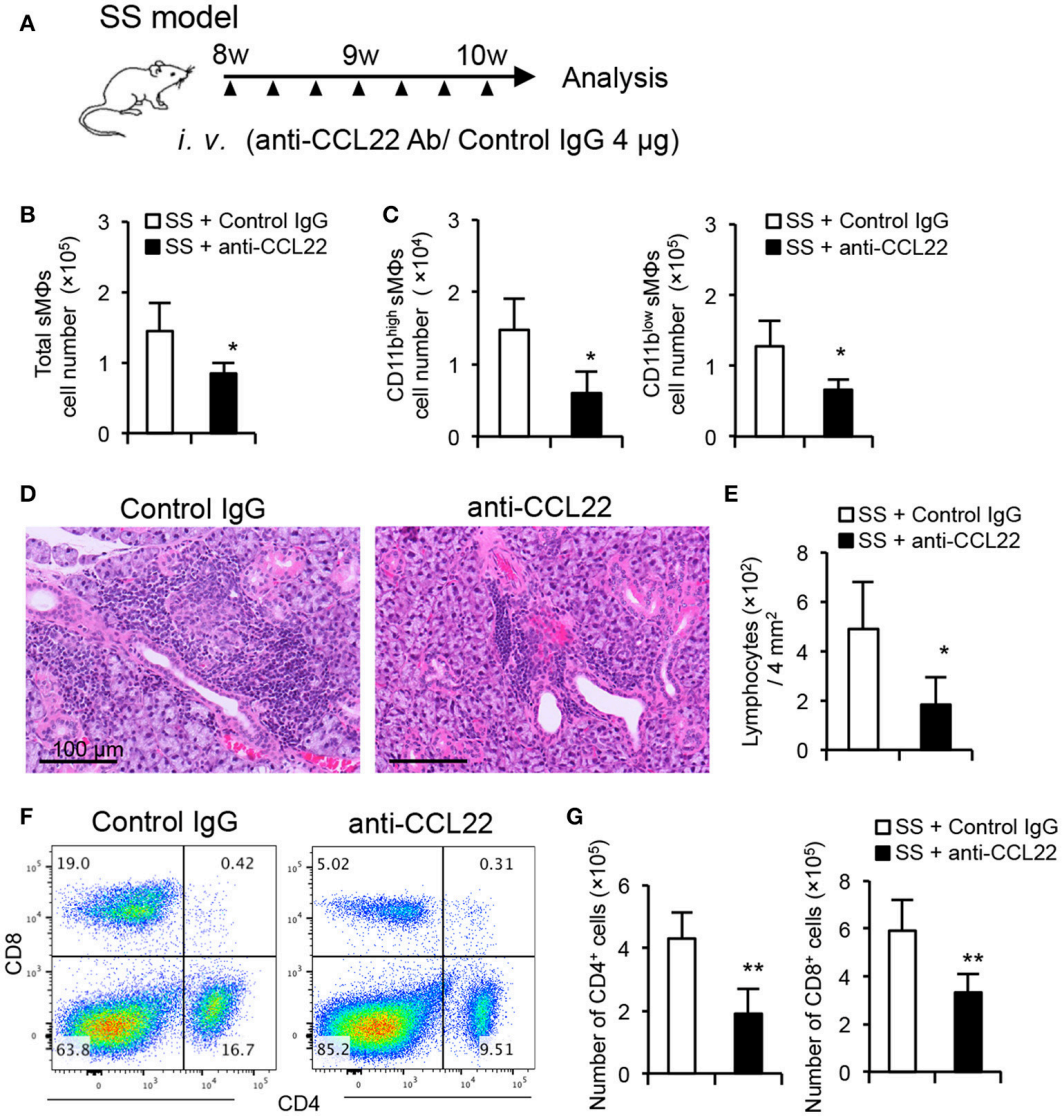
Therapeutic effect of anti-CCL22 Ab administration on autoimmune lesions in SS model mice. **(A)** Experimental schedule. Anti-CCL22 Ab (4 μg) was intravenously injected into a mouse on alternate days for 2 weeks. **(B)** Total number of sMΦs infiltrated in the salivary gland tissues from control IgG and anti-CCL22 Ab treatment was determined by cell counter and flow cytometry. **(C)** The number of CD11b^low/high^ sMΦs in the salivary gland tissues was determined using cell counter and flow cytometry. **(D)** Pathological analysis was performed using H&E-stained sections of salivary gland tissues from the SS model mice administered with anti-CCL22 Ab and isotype control antibody. Data are representative of five mice in each group. **(E)** Number of lymphocytes infiltrated into salivary gland tissues within 2 × 2 mm^2^ was counted using H&E-stained sections. **(F)** CD4/CD8 T cell phenotype in the salivary gland tissues was analyzed by flow cytometry. Data are representative of five mice in each group. **(G)** The number of CD4^+^ (left) and CD8^+^ T cells in the salivary gland tissues was determined using cell counter and flow cytometry. Data are presented as mean ± SEM of five mice (B, C, E, and G). *p < 0.05 **p < 0.005 by Student's *t*-test.

### Detection of CCL22-producing sMΦs in patients with SS

To determine whether the CCL22-producing sMΦs contribute to autoimmune lesions in patients with SS, immunohistochemical analysis was performed with anti-CCL22 Ab using minor salivary gland tissues obtained from controls and patients with SS. Based on the degree of lymphocyte infiltration, tissue sections of lip biopsy specimens were divided into four grades (23, 28). Numerous CCL22-producing cells were detected in the high-grade biopsy sections (Figure 6A). Pathological grade and the number of CCL22-producing cells were significantly correlated (Figure 6B). The histopathological criterion of SS diagnosis was a focus score ≧1 which includes Grade 3 and 4 (23). Compared with patients with a focus score < 1, the number of CCL22^+^ cells was significantly higher in the salivary gland tissues from patients with SS with a focus score ≧1 (Figure 6C). In addition, confocal microscopy revealed many CCL22-producing CD68^+^ sMΦs in the minor salivary gland tissues from patients with SS (Grade 4); however, only few CCL22^+^ sMΦs were detected in controls (Figure 6D). In addition, CCL22 was not expressed in stromal cells, such as fibroblasts, endothelial cells, and nerve cells (Supplemental Figure 4A). Furthermore, confocal microscopic analysis confirme that Keratin^+^ epithelial cells (Supplemental Figure 4B), CD3^+^ T cells (Supplemental Figure 4C), CD19^+^ B cells (Supplemental Figure 4D), and S100^+^ DCs (Supplemental Figure 4E) did not express CCL22. A previous report indicated that CCL22 is secreted by macrophages or DCs *in vitro* and *in vivo* (29). This result indicates that CCL22-producing sMΦs play a key role in the formation of autoimmune lesions in the target organ of patients with SS.

**Figure 6:**
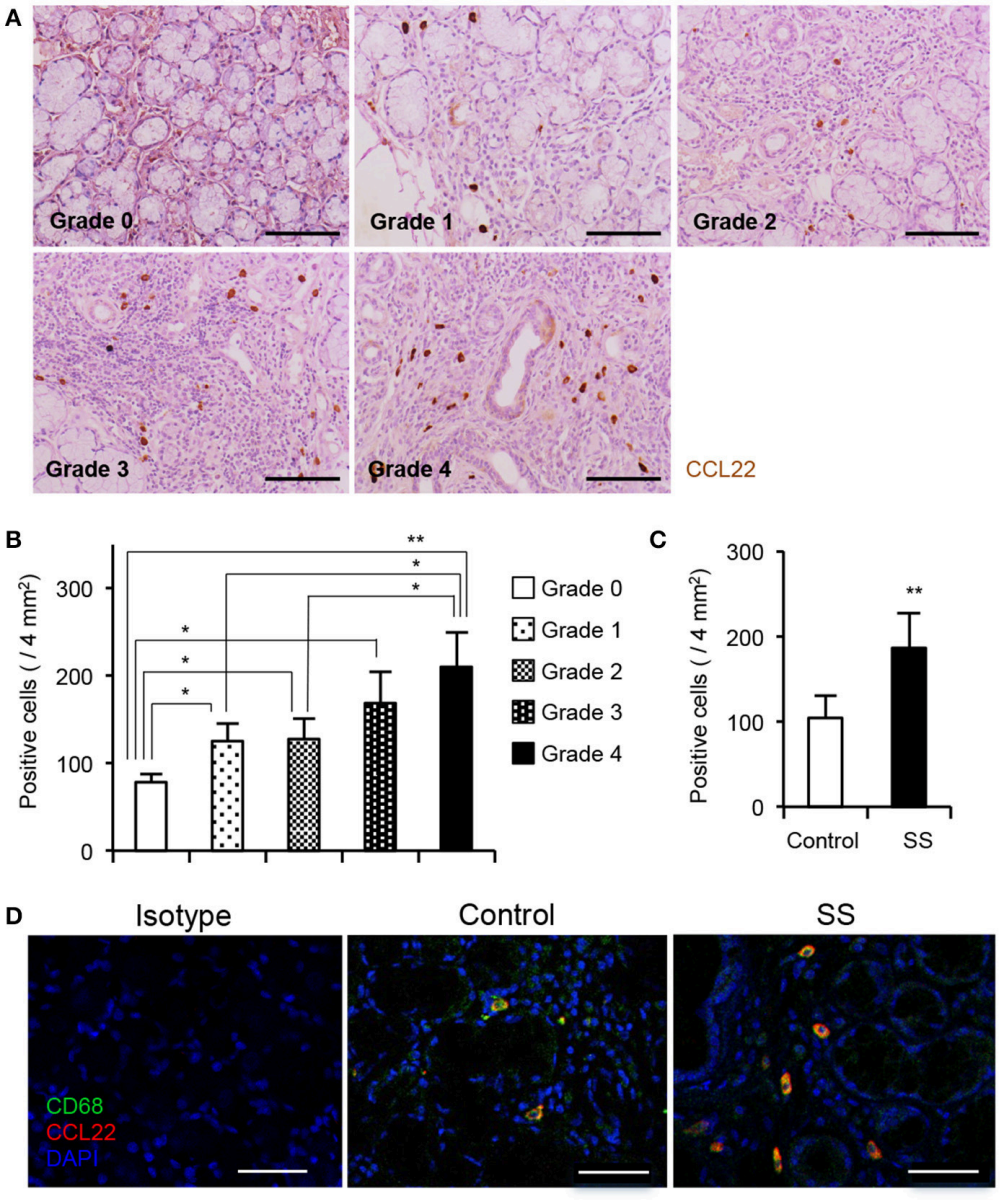
CCL22-producing sMΦs of minor salivary gland tissue from patients with SS. **(A)** CCL22^+^ cells from the minor salivary gland tissues from controls and patients with SS were detected by immunohistochemical analysis. Sections of controls and patients with SS (Grade 1 to 4) were used for analysis. Photos are representative of 5–7 samples in each group. **(B)** The number of CCL22^+^ cells was determined, and data are presented as mean ± SEM of five samples. *p < 0.05, **p < 0.005 by one-way ANOVA with Turkey's multiple comparison post-test. **(C)** Correlation in CCL22^+^ cells between focus score 1 < and 1 ≧ patients. The number of CCL22^+^ cells was determined, and data are presented as mean ± SEM of five samples. *p < 0.05, **p < 0.005 by Student's *t*-test. **(D)** CCL22-producing CD68^+^ sMΦs were detected by confocal analysis using the section of controls and SS patients (Grade 4). Photos are representative of 5 samples in each group. Bar: 50 μm.

## Discussion

In the current study, we investigated the relationship between autoimmunity and MΦs in the target organs in the SS mouse model and the patient with SS. Resident MΦs were divided into two subsets that displayed low and high expression levels of CD11b in the SS model mice. Via the control of T cell migration and cytokine production, CCL22-producing CD11b^high^ macrophages play a key role in the development of autoimmune lesions in the salivary glands.

The number of MΦs in the salivary glands was significantly higher in the SS model mice than in the control mice at 8 weeks of age; however, no difference was observed in the respect at the subsequent time-point. The number of CD11b^low^ sMΦs also significantly increased at 8 weeks of age, which is the stage of onset of autoimmune lesions in the model. In contrast, the number of CD11b^high^ sMΦs was significantly higher in the SS model mice than in the control mice between 12 and 16 weeks of age, which corresponds to the stage wherein development of autoimmune lesions occurs in the SS model mice. These results suggest that the phenotypic change to CD11b^high^ sMΦs within the target organ may be induced during the development of autoimmune lesions. In addition, it is possible that bone marrow-derived myeloid cells may accumulate to become MΦs in the target organ.

During various inflammatory processes, naïve monocytes differentiate into pro-inflammatory M1 and anti-inflammatory M2 MΦs (30, 31). The diverse phenotypes and functionality of resident MΦ in different organs is well-documented (32, 33). It is difficult to differentiate between the M1 and M2 subsets based on the surface markers (34). No differences were observed between the control mice and SS model mice with respect to M1/M2 markers. However, expressions of scavenger receptors (CD36 and CD204) on CD11b^low^ sMΦs of the SS model mice were clearly enhanced. Phagocytic activity of both CD11b^low^ and CD11b^high^ sMΦs in the SS model mice was also upregulated. These results indicate that the phenotypic difference between CD11b^low^ and CD11b^high^ does not contribute to the differentiation into M1/M2 MΦ subsets and the phagocytic function of MΦ. On the other hand, it is possible that CD11b^low^ sMΦs may play a role in the pathogenesis of the SS model mice. As shown in Figure 1, the number of CD11b^low^ sMΦs in SS model mice at 8 weeks of age was significantly higher than that in control mice; therefore, the CD11b^low^ sMΦs may contribute to the onset or early stage of the disease. However, further study is required for a detailed analysis of this population in detail in the next project.

We have checked many markers of macrophage in preliminary experiments before focusing on CD11b expression. Among these, we found that CD11b expression in the target tissue of SS model mice changed with disease progression in the SS model mice. Therefore, we decided to focus on the analysis of the role or function of CD11b^low/high^ sMΦs in the target tissues at the onset or development of the disease.

To determine a key molecule for the development of autoimmune disease in the SS model mice, experiments were conducted in two steps. The first step was comprehensive gene analysis limiting chemokine genes to compare the gene expression of CD11b^high^ sMΦs with that of CD11b^low^ sMΦs in the SS model mice. In the second step, several genes among the upregulated genes that showed a significant difference between the control and SS model mice were picked up. Among these, the CCL22 gene of CD11b^high^ sMΦs was selected as a potential candidate that plays a key role in the development of autoimmune lesions. Alongside the development of autoimmune lesions, CCL22-producing CD11b^high^ sMΦs were increased in SS model mice. M2a, a subset of M2 MΦ, induced by IL-4 and IL-13 exposure expresses arginase I and produces CCL22, IL-10, TGF-β, IL-1Ra, CCL17, and CCL24 to promote Th2 cells, eosinophils, and basophils (1, 2, 3, 4, 6). The CCL22-producing sMΦs seem to differ from the M2a MΦ subset.

CCL22 is one of the C-C motif chemokines and is termed as MΦ-derived chemokine (MDC) in humans and mice. CCL22 and CCL17 bind to CCR4, and both chemokines are 39% identical at the amino acid level (34). Both CCL22 and CCL17 are highly expressed in the thymus (35, 36). The role of CCL22 in peripheral T cells is not clear. IFN-γ-producing Th1 cells were shown to contribute to the onset of autoimmune lesions in the SS model mice (24). In the present study, cytokine production in CD4^+^ T cell response to CCL22 showed differences between the spleen, cLN, and target tissue in the SS model mice. It is possible that the differences regarding receptor expression may be related to the cytokine production through different signaling of the T cells. Hence, CCL22 may play a key role in the breakdown of local immune tolerance in the target organ to induce autoimmune lesions in SS. In addition, our hypothesis is that CCL22 from CD11b^high^ sMΦs may enhance the migration of effector T cells into the target organ through CCR4 on T cells and also the cytokine production, such as IFN-γ, by T cells. In addition, the mRNA expressions of *IFN-*γ, *IL-4*, and *IL-17* in T cells isolated from the salivary gland tissues of SS model mice were enhanced by CCL22. IFN-γ and IL-4 protein secretion was also enhanced by CCL22. As for the discrepancy in IL-17 between the mRNA and protein expressions of IL-17, protein secretion of IL-17 may be influenced by any other factor. Previous reports demonstrate that CCR4 is predominantly expressed by Th2 cells, cutaneous lymphocyte antigen-positive skin-homing T cells, and Treg cells (36, 37). Therefore, CCL22 is considered one of the Th2-associated chemokines (38, 39). Our result was consistent with the elevated CCL22 in salivary gland tissues from patients with SS as described previously (40). The high expression level of CCR4 on CD4^+^ T cells that infiltrate the target organ is a novel finding that highlights the key role of the CCL22-CCR4 axis in the autoimmune reaction in the target organ. Previously, CCL22 was detected around the ductal epithelial cells, whereas CCR4 was detected on infiltrating lymphocytes in the minor salivary glands of patients with SS. From our study, any subset of sMΦs may be the source of CCL22 in the target organ of SS. Th1 and Th17 cells may be involved in the initiation of SS, and Th2 cells may contribute to disease progression through the interaction between chemokines and chemokine receptors, such as CCL22 and CCR4. In contrast, although it was reported that CCL22 gene expression of minor salivary glands of patients with SS was less pronounced (20), our study demonstrated that a part of macrophage subsets highly produces CCL22 in the target tissue in SS. Therefore, it is possible that the increased gene expression of CCL22 in the whole tissue cannot be observed. We determined the concentration of CCL22 for *in vitro* migration assay based on a previous report (41) and our preliminary experiment (Supplemental Figure 2). Indeed, 200 ng/mL of CCL22 may be much higher than the physiological concentration. However, it is difficult to determine the physiological or pathological concentration *in vivo*, and the concentration gradient may change with disease progression in the SS model mice.

In the current study, anti-CCL22 Ab has a therapeutic effect on the autoimmune lesions in the SS model mice. A previous report demonstrated that CCL22 regulates experimental autoimmune encephalaomyelitis (EAE) via the control of MΦ chemoattraction and effector function (27, 42, 43). CCR4 is also known to play a potent role in the development of EAE (44, 45). Furthermore, a CCR4 antagonist was shown to ameliorate EAE via the inhibition of Th1 and Th17 polarization of antigen-induced T cell response (46, 47). In contrast, CCL22-mediated recruitment of Treg cells to the pancreas protects against autoimmune diabetes in a murine type 1 diabetes model (48, 49). CCL22 has also been implicated in various diseases, including allergic disease, and lymphoma (50–54). CCL22 and its receptor contribute to the onset or development of immune disorders by inducing changes in the expression and contribution or the functions (55, 56). In our model, CD11b^high^ sMΦs intensively produced CCL22 to influence T cell responses in the target tissue. In addition, as the infiltration of CD8^+^ T cells in the salivary gland tissues was also suppressed by the injection of anti-CCL22 Ab, the same mechanism may apply for CD8^+^ T cell migration to the target organ. A large number of CD8^+^ T cells were accumulated in the salivary gland tissue of SS model mice (Figure 5D). As mentioned, CD4^+^ T cells are the main subset of immune cells infiltrated in the salivary gland in this model in the early stage. As shown in Figure 5, we analyzed the mice at 10 weeks of age, when CD8^+^ T cells also are infiltrated in addition to the other immune cell populations.

We analyzed the cytokine mRNA expression of cultured T cells *in vitro* to examine the direct effect of CCL22 on T cells. It is important to detect cytokine expression directly in the target tissues. However, it is difficult to assess the effect of CCL22 on the cytokine expression of T cells *in vivo*. Analysis of CD11b-conditional CCL22 gene knockout mouse in the next study will help define the *in vivo* function of CCL22 in autoimmunity.

In this study, in addition to CCL22 gene, several chemokine genes of CD11b^high^ sMΦs were upregulated, suggesting that complicated chemokine network by resident MΦs with phenotypic change affects the pathogenesis of autoimmune lesions. Moreover, CCL22 gene expression of lung in the SS model mice was significantly higher than that of control mice. 

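All 4 ligands of CCR2 (*Ccl2, Ccl7, Ccl8* and *Ccl12*), which attract monocytes, were at least 5-fold higher in the CD11b high sample than in the CD11b low sample. *Ccl12* had a bound of 39.8. All 4 lie in wells A01 to E10, where 29 of 41 genes with a fold or a bound were at least 5-fold higher. A difference of these ligands as a group and their place on the plate cannot be told apart. The median log2 fold of the CCR2 ligands was 5.55, at percentile 96.7 of the random lists, which were not matched on the part of the plate. It was 3.33 with centring on the median, where 3 of the 4 were at least 5-fold higher, and 2.92 with a ceiling 3 cycles lower, where 2 were; with *B2m* alone as reference or a base of 1.9 per cycle, *Ccl2* fell under 5-fold. In the GRCm38.p6 annotation these genes neighbour each other in a run of 6 consecutive protein-coding genes that also holds *Ccl1*, which was 12.2-fold higher (at least 7.61-fold with the lower ceiling), and *Ccl11*, which was at the ceiling in both samples. Of 6 ligands of CXCR2, which attract neutrophils, 4 were at least 5-fold higher (median log2 fold 4.68, percentile 82), with 36.0-fold for *Cxcl5*, 25.6-fold for *Cxcl15* and 17.7-fold for *Ppbp*. *Cxcl3* had a bound of 2.14 and *Cxcl1* was at the ceiling in both samples. Of 7 homeostatic and lymphoid chemokines, 4 were at least 5-fold higher and 1 lower (median log2 fold 4.58, percentile 82.3). *Ccl25*, a T cell attractant of thymus and gut, was 42.9-fold higher (at least 21.5-fold with the lower ceiling). *Cxcl12* was 28.9-fold higher, and *Cxcl14* had a bound of 19.9, which was 2.48 with the lower ceiling. With that ceiling 3 of these chemokines were at least 5-fold higher and 0 lower.
The CXCR3 and CCR3 ligands had few members with a fold or a bound. Of the CXCR3 ligands, *Cxcl9* was 11.0-fold higher and *Cxcl10* was at the ceiling in both samples, and the median log2 fold over *Cxcl9* and *Cxcl11* was at most 1.59 and, with centring on the median, at most -0.63. Of the CCR3 ligands, *Ccl24* was at least 35.8-fold higher, or at least 4.47-fold with the lower ceiling, while *Ccl11* and *Ccl26* were at the ceiling in both samples. Over the array, 10 of 19 CC chemokines were at least 5-fold higher and 1 lower (median log2 fold 4.38, percentile 89.4), and 8 of 14 CXC chemokines were higher and 1 lower (4.31, percentile 86.5). With the lower ceiling these counts were 6 higher CC and 7 higher CXC chemokines and none lower. Of 9 genes listed as markers of epithelium, endothelium and stroma, 6 (*Cx3cl1, Cxcl5, Cxcl12, Cxcl14, Cxcl15* and *Ccl25*) were at least 5-fold higher and 3 (*Ccl28, Slit2* and *Ackr1*) were at least 5-fold lower. With the lower ceiling 4 were higher, without *Cx3cl1* and *Cxcl14*, and 2 lower, without *Ccl28*. The *Ackr1* well lies in the run of wells with close readings. The medians include the bounds. Most of these chemokine genes lie in the first part of the plate, where the median log2 fold over all genes was 4.34. The percentiles of these lists do not allow for that.

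**Figure D2:**
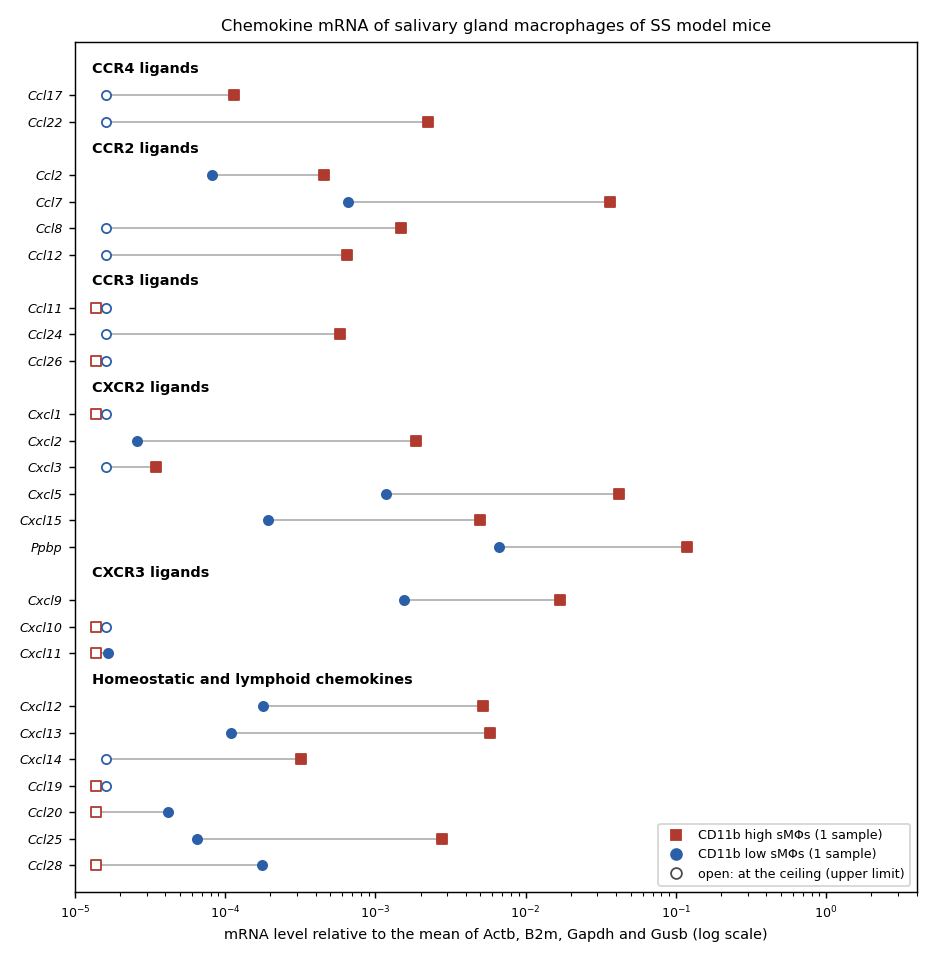
mRNA level of chemokines by receptor family, relative to the mean of Actb, B2m, Gapdh and Gusb (log axis), in CD11b high sMΦs (squares, 1 sample) and CD11b low sMΦs (circles, 1 sample); open symbols are readings at the ceiling and give an upper limit. All 4 CCR2 ligands lie farther right in CD11b high sMΦs, whereas Ccl11, Ccl26, Cxcl1, Cxcl10 and Ccl19 are at the ceiling in both.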

As slight inflammatory lesions of the lung in the SS model mice are observed with age, CCL22 may play a key role in the pulmonary lesions.

To summarize, a phenotypic change in the resident sMΦs of SS model mice was observed during the development of autoimmune lesions. CCL22-producing resident MΦs influence T cell migration and cytokine production in the target organ of the SS model mice. Interventions that target MΦs may serve as a potential novel treatment for autoimmune diseases.

## Ethics statement

All animal experiments were reviewed and approved by he Committee on Animal Experiments of Tokushima University and Biological Safety Research Center, Japan (Permit Number: T29-115). Labial salivary gland (LSG) samples were obtained from patients with SS and controls. The study was approved by the Institutional Review Board of the Tokushima University Hospital, Japan (No. 2802). Written informed consent was received from participants prior to inclusion in the study in accordance with the Declaration of Helsinki.

## Author contributions

AU designed and performed the experiments, analyzed the data, and prepared the manuscript. RA designed the experiments and provided intellectual assistance. KO, AY, and TT performed the experiments. YK designed the experiments. KA and MA prepared human samples. NI provided broad guidance in experimental design, data analysis, and manuscript preparation. All authors read, reviewed, and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary material

Supplemental Figure 1 Gating strategy and representative gating of immune cells obtained from salivary gland tissues in the SS models. FSC-A/SSC-A, FSC-A/FSC-H, and FSC/CD45.2 panels are shown. After gating single cells and CD45.2^+^ cells among live cells, 7-AAD^−^CD3^−^CD19^−^ cells were gated for obtaining MΦ population.

Supplemental Figure 2 **(A)** mRNA expressions of CXCR3A, CCR3, and CX3CR1 in salivary gland tissues from control and SS model mice at 12 weeks of age were determined by qRT-PCR. Data are presented as mean ± SEM. *n* = 5. The primer sequences used were as follows: CXCR3A: forward, 5′-TGCTAGATGCCTCGGACTTT-3′, and reverse, 5′- CGCTGACTCAGTAGCACAGC-3′, CCR3: forward, 5′-TTGATCCTCATAAAGTACAGGAAGC-3′, and reverse, 5′- CAATGCTGCCAGTCCTGCAA-3′, CX3CR1: forward, 5′- CACCATTAGTCTGGGCGTCT-3′, and reverse, 5′- GATGCGGAAGTAGCAAAAGC-3′. Relative mRNA expression of each transcript was normalized against β-actin mRNA. **(B)** Migratory activity of CD4^+^ T cells from SS model mice to CCL22 (0, 50, 100, and 200 ng/mL) was analyzed by *in vitro* migration assay using trans-well. Data are representative of three independent experiments. ^*^*p* < 0.05 by Student's *t*-test.

Supplemental Figure 3 **(A)** Intracellular expressions of IFN-γ, IL-4, and IL-17 of activated splenic CD4^+^ T cells. CD4^+^ T cells purified from spleen of the control and SS model mice were stimulated with PMA (50 ng/mL) and ionomycin (1 μg/ml) for 6 h with Golgi-stop. Data are representative of three independent experiments. **(B)** CD4^+^ T cells purified from the spleen in control mice were cultured with CCL22 (200 ng/mL) for 6 h. The mRNA expressions of IFN-γ, IL-4, and IL-17 were detected by qRT-PCR. Data are presented as mean ± SEM relative to that without CCL22 and are representative of three independent experiments. ^*^*p* < 0.05 by Student's *t*-test. **(C)** Intracellular IFN-γ expression in CD4^+^ T cells of SS model mice. CD4^+^ T cells were stimulated with or without CCL22 (200 ng/mL) in the presence of anti-CD3/CD28 mAb for 48 h, and were subsequently cultured with PMA (50 ng/mL) and IM (1 μg/mL) in the presence of Brefeldin A for the last 6 h. The results are representative of five samples in each group. **(D)** Intracellular cytokine expressions of IFN-γ, IL-4, and IL-17 in splenic CD4^+^ T cells of control and SS model mice were analyzed by flow cytometer. Data are presented as mean ± SEM relative to that without CCL22. *n* = 5. ^*^*p* < 0.05 by Student's *t*-test, ^**^*p* < 0.005 by Student's *t*-test.

Supplemental Figure 4 **(A)** Stromal cells did not express CCL22. CCL22 was detected by immunohistochemical analysis. Bar: 500 and 50 μm. **(B–E)** Confocal microscopic analysis of CCL22 expression of Keratin^+^ epithelial cells **(B)**, CD3^+^ T cells **(C)**, CD19^+^ B cells **(D)**, and S100^+^ DCs **(E)** using the sections of SS patients (Grade 4). Photos are representative of five samples in each group. Bar: 50 μm.

How the deposited data were processed for this re-analysis (not part of the article)

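Chemokine-related mRNA of sMΦs of the SS model mice was measured by PCR-array in 2 samples, 1 of CD11b high and 1 of CD11b low cells, at 12 weeks of age after thymectomy on day 3. According to the methods, total RNA was reverse-transcribed, applied to array plates and read by real-time PCR, and the raw data were analysed with the manufacturer's web portal. The deposited values cover 96 wells.

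The authors deposited 3 tables. The first deposited table holds values on a log2 scale, in cycles, that the authors made by subtracting a reference from the Ct of each well, as the values show. It is called non-normalized, but in each sample the 5 reference genes *Actb, B2m, Gapdh, Gusb* and *Hsp90ab1* sum to 0.000, so the values are already relative to their mean, and readings after a ceiling were already set to that ceiling (27 wells of the CD11b high sample and 36 of the CD11b low sample). The second deposited table holds the level of each gene as a linear ratio to the reference genes, which equals 2 to the power of the negative first value within 5.0e-07. The third deposited table holds the fold of CD11b high over CD11b low, which equals the fold from the first table within 4.9e-05. The raw Ct values and the Ct of the ceiling are not given in the sources used here.

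The choices had been fixed before the data were examined and assumed raw Ct values with a ceiling at 35 cycles; since the values are relative to the reference genes, the ceiling in the table was used as it stands, and limits set at 32 and 30 cycles were taken as 3 cycles lower and 5 cycles under the ceiling. Folds were computed from the first table as 2 to the power of the difference in cycles, against the mean of the 4 reference genes named in the methods, which gives 0.931 times the fold in the authors' table. A gene at the ceiling in 1 sample gives a bound and a gene at the ceiling in both gives no fold. The calculation was tested on simulated data with known folds. With 1 sample per group no test was made and no p-value is given. The spread of each fold over the reference genes taken 1 at a time is given as the error of normalization only. This spread does not cover an offset between parts of the plate, since the reference genes all lie in the last 32 wells. The control for genomic DNA was at the ceiling in both samples. The CD11b high sample covered 16.4 cycles and the CD11b low sample 16.3 cycles between the mean of the reference genes and the ceiling, which sets the lowest level that could be read.

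The genes to be named were the 16 genes of Figure 3B, whose values in the figure had been seen, *Itgam*, *Itgb2*, the reference genes, other genes discussed in the paper, the 10 largest folds in each direction among genes measured in both samples, and genes read at least 5 cycles under the ceiling in 1 sample and at the ceiling in the other. Further members of the gene lists are named as examples and were chosen after their values were seen. The medians of 21 gene lists, fixed beforehand by receptor family, function and cell type, were set against 10000 random lists of the same size matched on mean level in 3 bins, for lists with at least 3 genes with a fold or a bound. The values of 1 further gene and 1 further list are not reported here, and that gene was left out of its list; the counts over the array include it. Gene names are those of the array; 88 of 89 accessions of genes and reference genes matched the RefSeq annotation of GRCm38.p6, each with the same symbol, and *Cxcl11* did not match. The annotation was used for the order of genes only.

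The alternatives were all 5 reference genes, each reference gene alone, leaving out each of the 4, centring on the median of the genes measured in both samples, a lower ceiling, a base of 1.9 per cycle, a filter on genes near the ceiling, and the authors' level and fold tables. A threshold of 4-fold and leaving out 6 wells that read alike were added after seeing the data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.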

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

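The tests described here were chosen after the values were seen.

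Genes that the paper does not discuss for these cells, with mRNA over 50-fold apart between the samples, were *Ackr2* (285-fold higher in the CD11b high sample), *Cmtm2a* (119-fold higher), *Ccr3* (60.7-fold higher), *Cmtm5* (at least 52.3-fold higher) and *Ackr1* (at least 9833-fold lower). The paper discusses *CCR3* for salivary gland tissue only. In the CD11b low sample *Ackr2* was read 0.483 cycles under the ceiling, *Ccr3* 1.42 cycles and *Cmtm2a* 1.86 cycles, and *Cmtm5* was at the ceiling; with a ceiling 3 cycles lower the bounds were 49.8 for *Ackr2*, 20.3 for *Ccr3*, 54.2 for *Cmtm2a* and 6.54 for *Cmtm5*.

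*Ackr1* is the 4th of 6 neighbouring wells that read alike, after a well (*Cxcr4*) at the ceiling in both samples. The first 3, annotated as *Cxcr5*, *Cxcr6* and *Ackr3*, spanned 0.179 cycles in the CD11b high sample and 0.111 in the CD11b low sample, and the next 3, annotated as *Ackr1*, *Fpr1* and *Gpr17*, spanned 0.504 cycles in the CD11b low sample, with *Fpr1* and *Gpr17* 0.341 cycles apart and *Ackr1* at the ceiling in the CD11b high sample. The order recalls the control wells at the end of the plate, but the levels are not theirs: relative to the 5 reference genes, the first 3 wells had means of 2.69 and 2.61 cycles in the CD11b high and CD11b low samples against 2.90 and 1.32 for the reverse transcription control, and the next 3 had 3.32 in the CD11b high sample (the mean of *Fpr1* and *Gpr17*, the 2 wells measured there) and 3.13 in the CD11b low sample (all 3 wells) against -0.97 and -0.31 for the PCR control, a distance of up to 4.29 cycles. When the first 64 wells were shuffled, a share of 0.0015 of 10000 orders held 3 neighbouring measured wells as close in both samples as the first 3; whether these wells hold repeats of another template or the named genes cannot be told apart, since related receptors stand side by side on the plate and the shuffling does not allow for that. The *Ackr1* reading may be a failed well, and no biological explanation of the run was tested. *Cxcl5, Cxcl9, Cxcr1, Cxcr2* and *Cxcr3* stand before *Cxcr4* and the run as the reference genes stand before the control wells. The comparison with this plate's own controls cannot exclude readings of another template in these wells.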

How the results depend on the processing

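No paired analysis was possible because each group has 1 sample. A value counts as changed here when it moved by over 1.5 times. A change of reference genes multiplies every fold by the same factor, between 0.838 (*B2m* alone) and 1.43 (*Hsp90ab1* alone). Under these settings no fold or list median could change by this measure, so their stability is no test of the folds. The authors' tables hold the same readings relative to all 5 reference genes. With all 5 reference genes, with any of them alone, with any of the 4 left out, and with the authors' level and fold tables, no fold of the named genes, median of the 21 lists or count among the main results changed by this measure; with *Hsp90ab1* alone the counts of 15 genes over 50-fold (10 in the main setting) and 6 genes at least 5-fold lower (9) stood at that limit, and *Itgam* went from 0.724 to 1.04. List medians near 0 changed sign within that limit: the CXC, CX3C and XC receptors, at -0.06, had 0.05 with all 5 reference genes and in the authors' tables, 0.10 with *Actb* alone, 0.46 with *Hsp90ab1* alone and 0.03 without *B2m*, and the markers of B cells, at -0.15, had 0.005 with *Actb* alone and 0.36 with *Hsp90ab1* alone. *Xcr1* fell short of 5-fold lower with all 5 reference genes, with *Actb*, *Gapdh*, *Gusb* or *Hsp90ab1* alone, without *B2m*, with the base of 1.9 and in the authors' tables, *Itgb2* and *Slit2* did with *Hsp90ab1* alone, and *Ccl2* fell short of 5-fold higher with *B2m* alone and the base of 1.9. Centring on the median gave 22 genes at least 5-fold lower (9), 1 gene over 50-fold higher (10), a *Ccl22* fold of 29.8 (139), a median of 8.12-fold for the genes of Figure 3B (37.9) and an *Itgam* ratio of 0.155 (0.724); the median log2 fold of the CC receptors reported was then at least -0.19 and of the markers of blood monocytes and neutrophils at least -0.88, which leaves their direction open, of the markers of platelets -1.91 (0.31), and of the CXCR3 ligands at most -0.63. This follows from its shift of every gene by the same amount. A ceiling 3 cycles lower gave 3 genes over 50-fold, a *Ccl22* bound of 17.4 at rank 14, a median of 15.9-fold for Figure 3B and a *Ccl17* bound of 0.881, by construction, since it lowers bounds. It left 22 of the 31 genes at least 5-fold higher, changed 15 other named folds and 14 list medians, among them the CXC, CX3C and XC receptors at 1.14, and a base of 1.9 per cycle changed 2 of 34 named folds and gave 6 genes over 50-fold. Over genes read at least 5 cycles under the ceiling in 1 sample, the median log2 fold of the atypical receptors was -0.35, with fewer genes in the list, that of the CXC, CX3C and XC receptors was 1.80, and 9 other list medians changed. The number of lists with a median above 0 was 15 of 21 in the main setting and stayed within 1.5 times of it under each alternative run. Added after seeing the data, a 4-fold threshold gave 32 genes higher and 10 lower, and leaving out the 6 wells that read alike gave 31 higher and 8 lower, a median log2 fold of 3.65 for the CXC, CX3C and XC receptors (-0.06) and of 2.03 for the markers of blood monocytes and neutrophils (1.34). A ceiling at 40 cycles was not run, because readings past the ceiling are not in the values used. Late readings limit the folds of genes near the ceiling in the CD11b low sample.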

Differences from the paper's values

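No value of the main setting differed from the paper's by over 1.5 times. The paper's values come from the same array, so this checks the processing only. The methods name 4 reference genes, whereas the deposited values are relative to 5, and the folds in the authors' deposited table are those on all 5. For *Ccl22* the paper's text gives a fold over 150; the bound was 139 on the 4 genes, 149 on all 5 and in the authors' deposited table, and 155 from the quotient of the rounded levels in the authors' deposited table. In all of these *Ccl22* has the largest fold or bound among the 16 genes of Figure 3B, as in the paper. Since *Ccl8, Ccl12* and *Ccl24* have bounds as well, the order among these genes is open. With a ceiling 3 cycles lower the *Ccl22* bound was 17.4, under the fold of 55.1 for *Ccl7*. Figure 3A shows about 10 downregulated genes, read by eye. The number at least 5-fold lower was 9 on the 4 reference genes and 8 on all 5, and a threshold of 4-fold, chosen after seeing the values, gave 10 with either set. The genes the paper's text names as over 50-fold higher (*Ccl7, Cxcl2, Ccl6, Ccl8, Cxcl13* and *Ccl22*) were all over 50-fold on the 4 reference genes and on all 5.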

Other observations

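The tests described here were chosen after the values were seen.

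The M2a chemokines *Ccl17*, *Ccl22* and *Ccl24*, which alternatively activated macrophages produce, were all at least 5-fold higher in the CD11b high sample, with each at the ceiling in the CD11b low sample (median log2 fold at least 5.16, percentile 93.5); with a ceiling 3 cycles lower *Ccl22* alone stayed over 5-fold. The 3 M2a chemokines lie in wells A01 to E10, where 29 of 41 genes with a fold or a bound were at least 5-fold higher. In the paper's view the CCL22-producing sMΦs seem distinct from the M2a subset. For the pair of CCR4 ligands the median was at least 4.97. Of 5 members of the CMTM family of chemokine-like proteins, 3 (*Cmtm2a, Cmtm5* and *Cmtm6*) were at least 5-fold higher, with 28.2-fold for *Cmtm6*, which was at least 6.62-fold with that ceiling; *Cmtm3* was at the ceiling in both samples and the median log2 fold was 5.26 (percentile 78.5). The atypical receptors *Ackr4* and *Ccrl2* had bounds of 20.3 and 24.7, which were 2.53 and 3.09 with that ceiling. *Il1b*, *Hif1a* and *Cxcl16* were at the ceiling in both samples, and *Tnf* was at least 4.36-fold lower in the CD11b high sample, while *Il6* was 3.93-fold higher there. *Tnf* was read 1.89 cycles under the ceiling in the CD11b low sample, so it has no fold with a ceiling 3 cycles lower.

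Markers of other cell types went both ways. Of 6 markers of blood monocytes and neutrophils with a fold or a bound, 2 (*Cx3cr1* and *Cxcr1*) were at least 5-fold higher (median log2 fold 1.34, percentile 44.7). The platelet markers were split, with *Ppbp* higher and *Pf4* lower (median 0.31). The dendritic cell marker *Xcr1* had a log2 fold of -2.33 with *Ccr7* at the ceiling in both samples, and the B cell marker *Cxcr5*, whose well lies in the run of wells that read alike, had -0.15 with *Ccr6* at the ceiling in both. The median log2 fold of the markers of epithelium, endothelium and stroma was 4.31 (percentile 66.7).

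Most genes at least 5-fold higher in the CD11b high sample lie in the first part of the plate, 29 of 31 in wells A01 to E10, where the median log2 fold was 4.34, against -1.02 in the 20 genes after the first 64 wells. A loss of signal in the CD11b low sample over all of the first 64 wells and a difference between the cells cannot be told apart: the median log2 fold of the others lay 4.63 above that of the 5 wells measured among the last 6, but these are the wells that read alike and may not hold the named genes. Of the 31 genes, 21, *Ccl22* included, stayed at least 5-fold higher with a ceiling 3 cycles lower and with every reference gene alone. These 21 were picked by that rule, so it shows only that scatter within 3 cycles of the ceiling does not bring them under 5-fold. A failed well in the CD11b low sample, or one that read late because it amplified poorly, would pass this rule. Such a well stays open for *Ccl22, Ccl8* and *Cmtm5*, which were at the ceiling there, and was not tested for the others. The other 10 include *Ccl2, Ccl12, Ccl17, Ccl24, Cx3cl1, Cx3cr1, Cxcl14, Ackr4* and *Ccrl2*. For these 10, late readings and a difference between the cells cannot be told apart, since each gene has 1 reading per sample. More RNA of epithelium, endothelium and stroma in the CD11b high sample would raise all of their markers; 3 were at least 5-fold lower, but of these *Ackr1* lies in a doubtful well and *Ccl28* fell short with the lower ceiling, which leaves 1 marker (*Slit2*), so such RNA and a difference between the cells cannot be told apart, although the cells had been sorted as macrophages. A difference between CD11b high and CD11b low sMΦs, which the design names, remains open as well and was not tested.

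*Ifng* and *Il4* were lower in the CD11b high sample, with levels of 0.110 and 0.0305 relative to the reference genes in the CD11b low sample. More T and NK cells in the CD11b low sample would raise all of their markers there. *Xcl1*, which lies in the same last part of the plate, had a log2 fold of 0.025 toward the CD11b high sample, and *Cxcr3* had 4.76, but it lies in the first part of the plate, where a loss of signal in the CD11b low sample stays open (median of the 4 markers -1.57, percentile 7.66). With *Xcl1* as the marker left, more T and NK cells and a difference between the macrophages cannot be told apart, and the sort had excluded CD3+ cells.

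mRNA of *Itgam*, which encodes the sort marker, was not higher in the sample labelled CD11b high against the 4 reference genes. Against *Hsp90ab1* alone it had a ratio of 1.04. The cells were sorted by antibody for CD11b protein, which the mRNA need not follow, and the labels were kept. The *Itgam* level was 8079 times that of its partner chain *Itgb2* in the CD11b high sample and 1607 times in the CD11b low sample. In the paper CCL22 protein was higher in CD11b high sMΦs (Figure 3E), which runs the same way as the labels and does not settle them. *B2m*, part of MHC class I and abundant in immune cells, was read 91.1 times lower than *Gusb* in the CD11b high sample and 112 times lower in the CD11b low sample. Measured values of the first 64 wells carry 4 or more decimals in all 41 wells of the CD11b high sample and all 31 of the CD11b low sample, and those of the last 32 wells exactly 3 decimals in all 28 and 29 wells. These readings, and the 6 alike wells after a well at the ceiling, put the assignment of genes to wells in doubt beyond that run. The doubt covers the last 32 wells with *Ifng, Il4, Mapk14, Pf4, Itgam, Itgb2* and the reference genes. It also covers the first 64 wells, *Ccl22* among them, which the run of 6 wells closes. It is therefore open which gene such a value belongs to. No table here settles this, and the values are given under the deposited names. The gap between the reverse transcription control and the positive PCR control was 3.87 cycles in the CD11b high sample and 1.63 in the CD11b low sample.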
